# Restricted and non-essential redundancy of RNAi and piRNA pathways in mouse oocytes

**DOI:** 10.1371/journal.pgen.1008261

**Published:** 2019-12-20

**Authors:** Eliska Taborska, Josef Pasulka, Radek Malik, Filip Horvat, Irena Jenickova, Zoe Jelić Matošević, Petr Svoboda

## Abstract

Germline genome defense evolves to recognize and suppress retrotransposons. One of defensive mechanisms is the PIWI-associated RNA (piRNA) pathway, which employs small RNAs for sequence-specific repression. The loss of the piRNA pathway in mice causes male sterility while females remain fertile. Unlike spermatogenic cells, mouse oocytes posses also RNA interference (RNAi), another small RNA pathway capable of retrotransposon suppression. To examine whether RNAi compensates the loss of the piRNA pathway, we produced a new RNAi pathway mutant *Dicer*^SOM^ and crossed it with a catalytically-dead mutant of *Mili*, an essential piRNA gene. Normal follicular and oocyte development in double mutants showed that RNAi does not suppress a strong ovarian piRNA knock-out phenotype. However, we observed redundant and non-redundant targeting of specific retrotransposon families illustrating stochasticity of recognition and targeting of invading retrotransposons. Intracisternal A Particle retrotransposon was mainly targeted by the piRNA pathway, MaLR and RLTR10 retrotransposons were targeted mainly by RNAi. Double mutants showed accumulations of LINE-1 retrotransposon transcripts. However, we did not find strong evidence for transcriptional activation and mobilization of retrotransposition competent LINE-1 elements suggesting that while both defense pathways are simultaneously expendable for ovarian oocyte development, yet another transcriptional silencing mechanism prevents mobilization of LINE-1 elements.

## Author summary

Retrotransposons are mobile genomic parasites causing mutations. Germ cells need protection against retrotransposons to prevent heritable transmission of their new insertions. The piRNA pathway is an ancient germline defense system analogous to acquired immunity: once a retrotransposon jumps into a piRNA-producing locus, which provides a kind of a “genomic sensor” for actively transposing elements, it is recognized and suppressed. Remarkably, the murine piRNA pathway is essential for spermatogenesis but not oocyte development. In contrast, zebrafish lacking the piRNA pathway do not develop any germ cells. It was hypothesized that RNA interference pathway could rescue oocyte development in mice lacking the piRNA pathway. RNA interference also targets retrotransposons and is particularly enhanced in mouse oocytes. To test this hypothesis, we engineered mice lacking both pathways and observed that oocytes in these mice develop normally, which argues against the hypothesis. Furthermore, analysis of individual retrotransposon groups revealed that in specific cases the two pathways mutually compensate each other. However, this redundancy apparently evolved stochastically and is restricted to specific retrotransposon groups. Finally, our results indicate that there must be yet another layer of retrotransposon silencing in mouse oocytes, which prevents high retrotransposon activity in the absence of piRNA and RNA interference pathways.

## Introduction

Genome integrity in the germline is important for intact transmission of genetic information into progeny. However, it is being disturbed by retrotransposons, mobile genomic parasites reproducing through a “copy & paste” strategy (reviewed in [1]). Although retrotransposons threaten genome integrity, they occasionally also provide new functional gene elements, such as promoters, enhancers, exons, splice junctions, or polyA signals, thus contributing to evolution of new traits (reviewed in [1]). Retrotransposons can be categorized by the presence of long terminal repeats (LTRs) and retrotransposition autonomy [2]. While contributions of different families vary, their collective contribution to the mammalian genome content is substantial: annotatable retrotransposon insertions comprise about a half of human and mouse genomes [3, 4]. The mouse genome hosts two mobile autonomous retrotransposons: non-LTR element LINE-1 (L1) and LTR element Intracisternal A Particle (IAP) [5–7]. L1 (reviewed in [8]) is the most successful mammalian autonomous retrotransposon with 868,000 insertions in the mouse genome [4]. L1 has several unique adaptations, such as a unique complex bidirectional promoter [9, 10] and retrotransposition in *cis* [11]. IAP is an endogenous retrovirus, which invaded the mouse genome relatively recently [6]. RepeatMasker identifies approximately 13,000 IAP insertions, of which 44% represent solo LTRs [12].

Various transcriptional and post-transcriptional mechanisms evolved to repress retrotransposons (reviewed in [13]). A key mechanism suppressing retrotransposons in the mammalian germline is the PIWI-interacting RNA (piRNA) pathway, which combines post-transcriptional and transcriptional silencing (reviewed in [14]). The piRNA pathway relies on specific genomic regions (piRNA clusters) that are sensing invading mobile elements and giving rise to piRNAs. These are 25–30 nucleotides long RNAs loaded onto PIWI subgroup of the Argonaute protein family, which guide retrotransposon recognition and repression [15]. A complex piRNA system starts with processing primary transcripts from piRNA clusters into piRNAs, which guide cleavage of retrotransposon transcripts. This triggers production of a secondary piRNA pool, which further facilitate processing of primary transcripts into piRNAs (reviewed in [14]).

Mice use three PIWI proteins PIWIL1 (MIWI), PIWIL2 (MILI), and PIWIL4 (MIWI2). PIWIL3, the fourth mammalian PIWI protein, was found in bovine oocytes [16] but *Piwil3* gene was apparently lost in the common ancestor of mice and rats. All three mouse PIWI proteins are essential for spermatogenesis but not oogenesis [17–19] although the piRNA pathway operates during oogenesis where it targets retrotransposon expression [20, 21]. MILI is a cytoplasmic protein, which generates primary piRNAs and secondary piRNAs by so-called ping-pong mechanism with itself or with MIWI2 [22–24]. MIWI2 shuttles to the nucleus and mediates transcriptional silencing through DNA and histone methylation of retrotransposon loci [25, 26]. In males, MIWI2 expression ceases around birth whereas MILI is important for clearance of retrotransposon transcripts in postnatal testes [24, 27]. MILI and MIWI2 cooperate on silencing of L1 and IAP (non-LTR and LTR) retrotransposons in mouse fetal testes [28, 29].

It is unknown what accounts for the strikingly different phenotypes of piRNA pathway mutants in murine male and female germlines. In contrast to mice, *Drosophila* or zebrafish females lacking piRNA pathway components are sterile [17–19, 30]. It was hypothesized that the loss of the piRNA pathway in the mouse female germline could be compensated by RNA interference (RNAi) [31, 32]. Canonical RNAi is defined as sequence-specific RNA degradation induced by long double-stranded RNA (dsRNA) [33] and is active in mouse oocytes [34, 35]. The canonical RNAi starts with processing of long dsRNA by RNase III Dicer into ~22 nucleotides long small interfering RNAs (siRNAs), which guide sequence-specific cleavage of perfectly complementary RNAs by Argonaute 2 (AGO2) (reviewed in [36]). Endogenous RNAi in mouse oocytes and zygotes was shown to target mobile elements and regulate gene expression [31, 32, 37–40]. For example, L1 can be targeted in oocytes by piRNAs and endo-siRNAs [32, 40–43]. Analysis of small RNA sequencing (RNA-seq) data from mouse oocytes [43] shows that piRNA and RNAi pathways may target retrotransposons simultaneously but the extent of repression for individual retrotransposons by each pathway could vary (Fig 1). Importantly, endogenous RNAi in mouse oocytes evolved during rodent evolution through exaptation of an MT retrotransposon insertion in intron 6 of *Dicer* gene, which functions as an oocyte-specific promoter producing a unique truncated Dicer isoform (denoted Dicer^O^). *Dicer*^O^ transcripts accumulate during oocyte’s growth and persist into the zygote [44]. Based on RNA-seq, *Dicer*^O^ is expressed already in non-growing oocytes 5 days postpartum (5dpp) [45].

**Fig 1:**
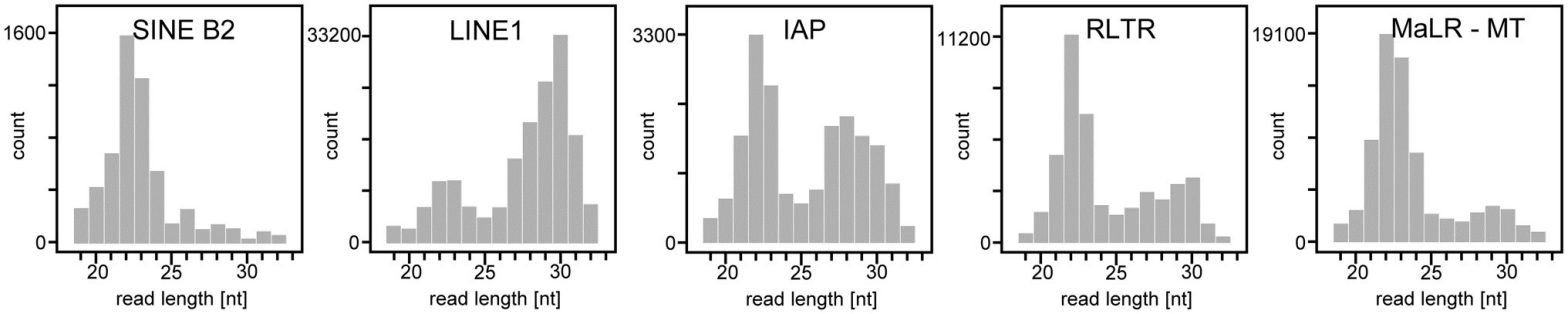
Retrotransposon-derived small RNAs. Different retrotransposons are associated with different length distribution of small RNAs from mouse oocytes suggesting partially redundant repression of retrotransposons by endogenous RNAi and piRNA pathways. Based on RNA-seq data from Yang et al., 2016 [43].

To address the significance of RNAi and piRNA pathway redundancy, we produced and analyzed mice lacking both pathways. We first produced a novel mouse model lacking *Dicer*^O^ (denoted *Dicer*^SOM^) and then crossed it with *Mili*^DAH^ mice expressing catalytically inactive MILI [24]. We show that engagement of piRNA and RNAi pathway in repression of retrotransposons is stochastic and occasionally synergic. The simultaneous loss of RNAi and piRNA pathways uncovers redundant targeting of L1 and extended L1 derepression but does not affect oocyte development. Thus, while piRNAs are essential for spermatogenesis and show restricted redundancy with RNAi, they do not have essential role in ovarian oocyte development that would be masked by RNAi.

## Results

### Generation of Dicer^SOM^ mice—A novel RNAi-deficient model

The oocyte-specific Dicer^O^ isoform comprises the majority of Dicer protein in mouse oocytes and deletion of its LTR-derived promoter (*Dicer*^ΔMT^ mutant) phenocopies conditional *Dicer* knock-out in mouse oocytes [38, 44]. However, we have discovered that there is a second LTR insertion (MTA) in intron 6 (Fig 2A), which can also produce a truncated Dicer variant and reduce phenotype penetrance in *Dicer*^ΔMT/ΔMT^ mice [46]. Thus, to eliminate truncated Dicer expression in mouse oocytes, we generated another modified *Dicer* allele (denoted *Dicer*^SOM^), which has an HA-tag at the N-terminus and lacks introns 2–6 (Fig 2A). It was shown that N-terminal HA-tag on Dicer does not produce a phenotype and allows for its detection with highly-specific anti-HA antibodies [47].

**Fig 2:**
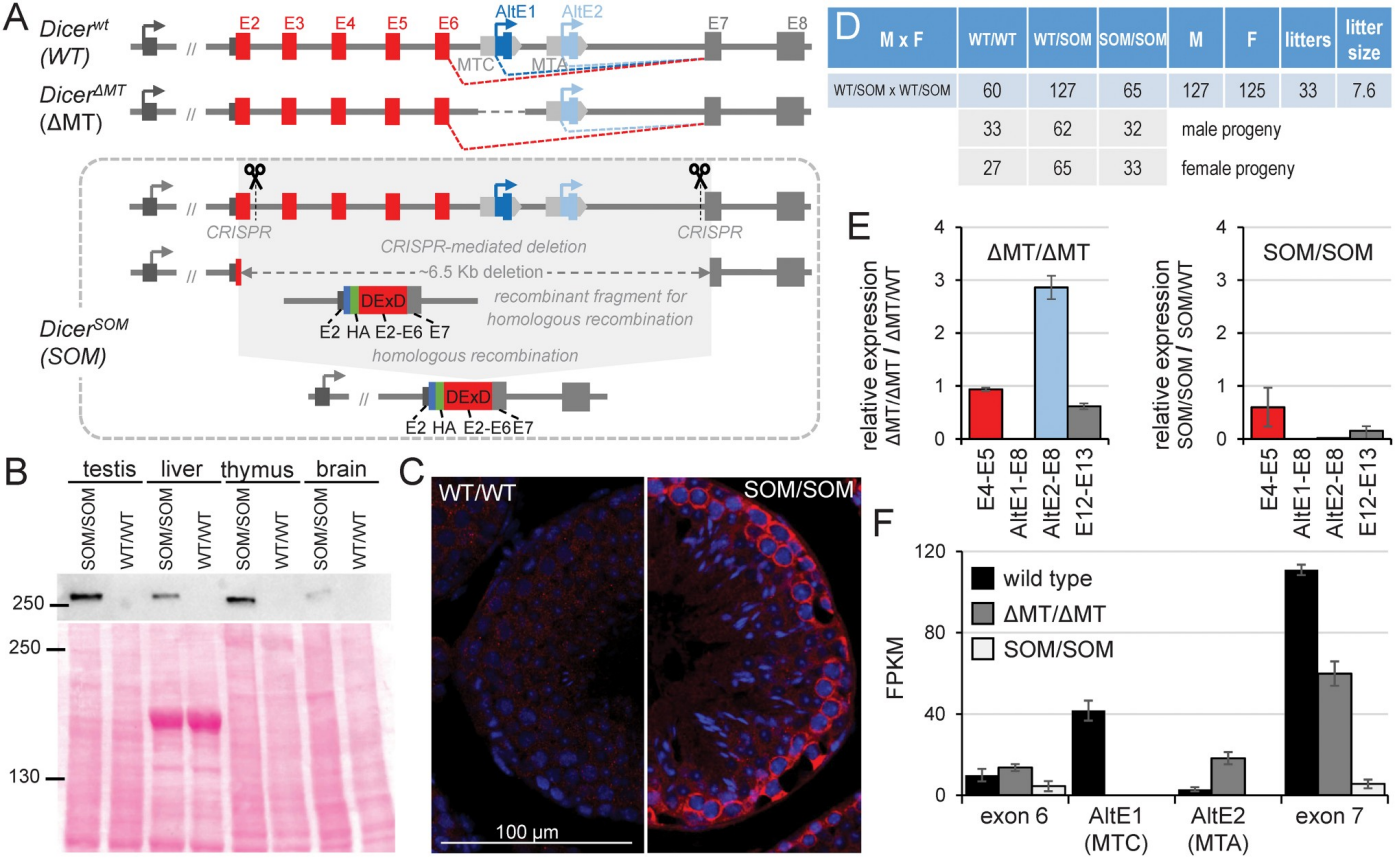
*Dicer*^SOM^ mouse model. (A) Schematic depiction of the 5’ gene structure of *Dicer* and *Dicer*^yΔMT^ and *Dicer*^SOM^ models. *Dicer*^SOM^ model was produced by removing ~6.5 kb of genomic DNA using CRISPR nucleases followed by homologous recombination with a construct encoding an HA-tag and exons 2–7. The resulting allele lacks introns 2 to 6 while encoding HA-tagged full-length Dicer. (B) *Dicer*^SOM^ mice express HA-tagged full-length Dicer. 40 μg of total protein lysate were loaded per lane and loading consistency was confirmed by Ponceau S staining of the Western blot membrane (lower panel). (C) Dicer^SOM^ protein has cytoplasmic expression. Shown are sections of seminiferous tubules stained with anti-HA antibody revealing cytoplasmic Dicer^SOM^ signal (red color) in spermatogonia of *Dicer*^SOM/SOM^ mice. DNA was stained with DAPI (blue color). (D) *Dicer*^SOM/SOM^ animals are born in a Mendelian ratio upon crossing *Dicer*^SOM/wt^ parents. (E) Analysis of Dicer expression by qPCR in oocytes of homozygous *Dicer*^ΔMT^ and *Dicer*^SOM^ mutants. Bar colors indicate cDNA region amplified by primers localized in exons as described in the x-axis legend. *Dicer*^ΔMT/ΔMT^ mice show loss of expression of the MTC-driven Dicer variant and a relative increase of expression from the downstream MTA LTR insertion. *Dicer*^SOM/SOM^ mice show complete loss of short Dicer isoform. Data from three biological replicates were normalized to oocytes from heterozygous littermates. Error bar = SD. (F) Analysis of Dicer expression in oocytes of wild-type animals and homozygous *Dicer*^ΔMT^ and *Dicer*^SOM^ mutants by RNA-seq (three biological replicates). Depicted are RPKM values per exon. Error bar = SD.

*Dicer*^SOM^ allele was generated in mouse embryonic stem cells (ESCs) by cleaving intron 2 and intron 6 with Cas9 nuclease followed by homologous recombination with a construct carrying an HA-tag fused to the 5’ end of *Dicer* cDNA containing coding sequence of exon 2 to exon 7. Homologous recombination arms contained intron 1 and intron 7 (Fig 2A). An ESC line carrying the desired recombination event (S1 Fig) was subsequently used to make mouse chimaeras from which we established a mouse line. Analysis of *Dicer*^SOM^ mice showed that the full-length HA-tagged Dicer could be detected by Western blotting in organ lysates (Fig 2B) and by immunofluorescent staining of histological sections albeit the signal was relatively low with the protocol and antibody used (Fig 2C). Breeding of *Dicer*^SOM/wt^ animals yielded progeny with *Dicer*^SOM/SOM^ genotypes at the expected Mendelian ratio (Fig 2D). *Dicer*^SOM/SOM^ mice appeared normal and males were fertile suggesting that the introduced modification did not perturb normal full-length Dicer function. Importantly, *Dicer*^SOM/SOM^ females were sterile, which was the expected phenotype caused by the lack of Dicer^O^. 

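RNA from fully-grown GV oocytes of wild-type (n = 3), *Dicer* ΔMT/ΔMT (n = 4), *Dicer* SOM/SOM (n = 3) and *Dicer* ΔMT/WT (n = 1) females was sequenced with single-end reads. The authors mapped the reads to the mouse genome (GRCm38) with STAR and counted them on GENCODE M15 genes with featureCounts, without regard to strand. A read that mapped to several places or fell on several genes was divided between them. The table therefore holds estimated counts without normalization, and a gene with close copies or an antisense neighbour shares reads with these. Total counts per sample were between 60660215 and 69310021 in wild type, with a median of 60908103, and between 49106080 and 83243024 in *Dicer* ΔMT/ΔMT, with a median of 58026324. In *Dicer* SOM/SOM, they were between 6468380, in replicate 3, and 63770201, with a median of 47741738. The *Dicer* ΔMT/WT sample had 90713013. Counts were rounded to whole numbers and given as CPM after edgeR's TMM normalization. Genes were tested if their CPM corresponded to at least 10 counts in as many samples as the smallest group has, with at least 15 counts in all. The 23151 genes left were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fitted to the 10 samples of the replicated genotypes. A gene was called changed at an adjusted p under 0.05. A group whose samples all had at most 3 counts was taken as not detected, a floor of 0.0331 to 0.464 CPM across the samples. Floors cover counting error only, because PCR reads without molecular identifiers are not independent molecules. Replicates of 1 genotype differed more than counting error allows, with a mean squared difference 12.1 to 58.9 times as large. The sample labels name no batch and no age.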

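*Dicer1* (ENSMUSG00000041415.10), the gene that encodes Dicer, lies on the minus strand of chromosome 12 from 104687742 to 104751952. It was measured at 1020 ± 31.6 CPM (SD, n = 3) in wild-type oocytes, 488 ± 46.2 CPM (SD, n = 4) in *Dicer* ΔMT/ΔMT oocytes and 49.9 ± 6.96 CPM (SD, n = 3) in *Dicer* SOM/SOM oocytes. The *Dicer* ΔMT/ΔMT mean was 47.8% of wild type, with single samples between 42.0% and 52.6%. Its log2 fold change was −1.06 (standard error 0.10, adjusted p = 8.47e-05), and all 4 samples were below all 3 wild-type samples (exact permutation test, two-sided, p = 0.0286, the smallest p that this design allows). The *Dicer* SOM/SOM mean was 4.89% of wild type, with single samples between 4.11% and 5.38%, and its log2 fold change was −4.34 (standard error 0.13, adjusted p = 3.67e-08). All *Dicer* SOM/SOM samples were below all wild-type samples, but the exact test of 3 samples against 3 cannot give a two-sided p below 0.1. From *Dicer* ΔMT/ΔMT to *Dicer* SOM/SOM, the log2 fold change was −3.28 (standard error 0.12, adjusted p = 3.51e-07), without overlap between samples (exact permutation test, two-sided, p = 0.0286). DESeq2's size factors in place of TMM gave 47.5% in *Dicer* ΔMT/ΔMT and 4.86% in *Dicer* SOM/SOM. The counts cover the whole gene, so transcripts of Dicer O and of the full-length isoform were not separated.

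**Figure D1:**
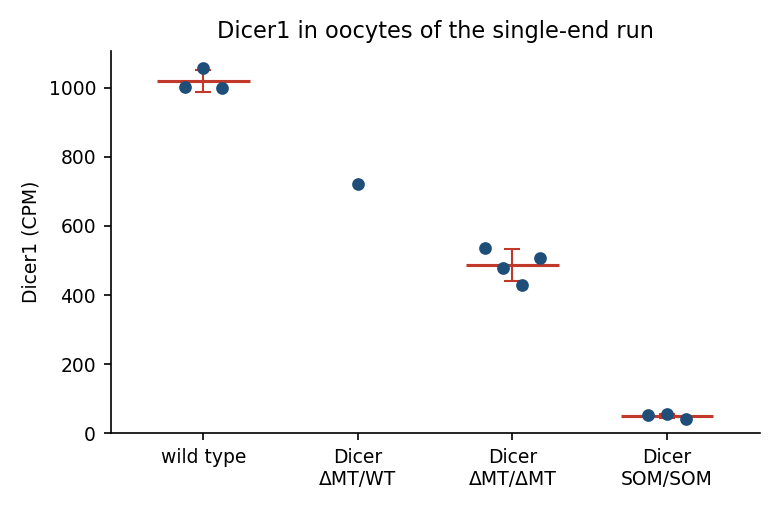
*Dicer1* in CPM (vertical axis) in oocytes of each genotype (horizontal axis). Points are samples, the red line is the mean and the bar is the SD where there is more than 1 sample. The *Dicer* SOM/SOM samples lie at 49.9 ± 6.96 CPM and the *Dicer* ΔMT/ΔMT samples at 488 ± 46.2 CPM.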

Analysis of *Dicer*^SOM/SOM^ oocytes by qPCR and RNA-seq showed the loss of *Dicer*^O^-encoding transcript and minimal levels of the full-length Dicer isoform mRNA, which contrasted with *Dicer*^ΔMT/ΔMT^ oocytes where expression from the MTA LTR was enhanced (Fig 2E and 2F). Thus, *Dicer*^SOM/SOM^ mice solved the problem with residual Dicer^O^ expression observed in *Dicer*^ΔMT/ΔMT^ mice.

### *Dicer*^SOM^ mutants phenocopy oocyte-specific *Dicer* knock-out

Next, we analyzed the phenotype of *Dicer*^SOM/SOM^ oocytes and compared that with known phenotypes of *Dicer* and *Ago2* mutants, which all exhibit sterility and spindle defects while having different impact on oocyte’s small RNA biogenesis and suppression of their targets [31, 38, 44]. Fully-grown *Dicer*^SOM/SOM^ oocytes showed high frequency of meiotic spindle defects upon resumption of meiosis (Fig 3A and 3B and S2 Fig) and upregulated mRNA levels of RNAi targets (Fig 3C), consistent with RNAi pathway deficiency. For precise characterization of transcriptome changes in *Dicer*^SOM/SOM^ oocytes, we performed RNA-seq of fully-grown germinal vesicle-intact (GV) oocytes. When comparing mRNA changes in *Dicer*^ΔMT/ΔMT^ and *Dicer*^SOM/SOM^ oocytes, the later showed more deregulated transcriptome (Fig 3D). In addition, we observed upregulated mRNAs of many genes, which would have potential to be targeted by RNAi (Fig 3D, red points), i.e. genes where complementary endo-siRNAs were identified in RNA-seq datasets from mouse oocytes [32, 41, 43]. This was consistent with the principal component analysis (PCA) where *Dicer*^ΔMT/ΔMT^ samples localized between wild-type and *Dicer*^SOM/SOM^ samples (Fig 3E). 

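Against wild type, 3556 of the 23151 tested genes were called changed in *Dicer* ΔMT/ΔMT oocytes, 1866 higher and 1690 lower, and 6627 in *Dicer* SOM/SOM oocytes, 3351 higher and 3276 lower. At an unadjusted p under 0.05, there were 6828 and 9229 genes. Of the 3556 genes called in *Dicer* ΔMT/ΔMT, 3504 had no overlap between mutant and wild-type samples. Over all tested genes, this held for 33.6% in *Dicer* ΔMT/ΔMT, where chance gives 5.71%, and for 41.4% in *Dicer* SOM/SOM, where chance gives 10%. Of the genes called in *Dicer* ΔMT/ΔMT, 2938 were also called in *Dicer* SOM/SOM in the same direction and 3 in the opposite direction. Tested directly against each other, the mutants differed in 1702 genes, 934 higher and 768 lower in *Dicer* SOM/SOM, and 1552 of these lay farther from wild type in *Dicer* SOM/SOM, while 150 lay farther in *Dicer* ΔMT/ΔMT. Of the alternatives tried, a fit of each mutant with wild type alone changed the ranking, with 5307 genes called in *Dicer* ΔMT/ΔMT and 4768 in *Dicer* SOM/SOM. With 1 sample left out in turn, between 2203 and 2771 genes were called in *Dicer* ΔMT/ΔMT, the fewest without wild-type replicate 1, and between 4979 and 6389 in *Dicer* SOM/SOM. The direct comparison gave between 899 and 1806 genes, the fewest without *Dicer* ΔMT/ΔMT replicate 2.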

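Among the 2941 genes called in both mutants, the median size of the log2 fold change was 0.91 in *Dicer* ΔMT/ΔMT and 1.24 in *Dicer* SOM/SOM, and 2419 genes changed more in *Dicer* SOM/SOM. Across all tested genes, these medians were 0.30 and 0.42. The principal-axis slope of the *Dicer* SOM/SOM changes on the *Dicer* ΔMT/ΔMT changes was 1.56, with Pearson's r = 0.784 across genes, which are not independent replicates. Both comparisons use the same wild-type samples. In 20 simulations of unchanged mutants against shared wild-type samples, r was 0.487 on average and 0.510 at most, the slope was 1.42 on average, and at most 1 gene was called in both. By the rule set for naming genes, the largest rises in *Dicer* ΔMT/ΔMT were in *Fgf21*, which was at least 37.2-fold higher than the floor of wild type, *Hmgn3* (log2 fold change 5.25) and *Gp1ba* (5.10). The largest falls there were in *Actg2* (−3.09), *Erbb4* (−3.08) and *Has2* (−2.86). *Hmgn3* and *Has2* overlap antisense genes whose reads were not told apart. In *Dicer* SOM/SOM, *Fam124a*, *Gm35239* and *Capn13* were at least 505-fold, 39.5-fold and 26.0-fold higher, because none passed the floor in wild type. The largest falls were in *Gm40614* (−5.30), *A930006K02Rik* (−4.85) and *Gbp8* (−4.52), the last of which shares reads with *Gbp9*, *Gbp4* and *Gbp11*. In the direct comparison, the largest rises were in *Gm35239* (at least 38.0-fold), *Fam124a* (9.02) and *Ceacam19* (at least 33.8-fold). The falls in that comparison included *Gm7525* (−2.74). In the paired-end run, where RNAi mutants have the same *Dicer* genotype, *Fam124a* had at most 3 counts and *Ceacam19* had 0 counts in every sample, so these rises were not seen there. From the heterozygous controls to RNAi mutants, *Gm35239* (log2 fold change 0.81, adjusted p = 0.721), *Capn13* (2.33, adjusted p = 0.0690) and *Gm40614* (−2.76, adjusted p = 0.0853) were not called, and *A930006K02Rik* (−1.92), *Gbp8* (−3.20) and *Gm7525* (−3.23) were called lower.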

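Of the 197 potential siRNA targets in S4 Table, which the authors selected from small RNA-seq data of other studies, 196 were tested. Their median log2 fold change was 0.20 in *Dicer* ΔMT/ΔMT and 0.28 in *Dicer* SOM/SOM. In *Dicer* ΔMT/ΔMT, 67 targets were called higher and 10 lower (81 and 12 when adjusted over the list alone), so that 34.2% of the targets were higher, against 7.84% of the other genes. In *Dicer* SOM/SOM, 85 were called higher and 15 lower (92 and 20 when adjusted over the list alone), 43.4% of the targets against 14.2% of the other genes. The set tests of limma gave an adjusted p = 2.05e-14 by camera and an adjusted p = 4.81e-06 by fry in *Dicer* ΔMT/ΔMT, and in *Dicer* SOM/SOM an adjusted p = 8.87e-14 and an adjusted p = 2.57e-06, each adjusted over the 8 set tests of both runs. From *Dicer* ΔMT/ΔMT to *Dicer* SOM/SOM, the median was 0.07, with 37 targets higher and 5 lower (43 and 11 when adjusted over the list alone). For this comparison, camera gave an adjusted p = 1.24e-04 and fry an adjusted p = 0.0014. This last median fell to 0.03 without *Dicer* SOM/SOM replicate 1. Of the alternatives that kept every sample, leaving out the filter on low values moved the *Dicer* SOM/SOM median most, to 0.26. The principal-axis slope over the targets was 1.56, and r across these genes was 0.892, where the simulated shared wild-type samples gave 0.534 on average and 0.635 at most.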

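The largest rises among the targets in *Dicer* SOM/SOM were in *Uchl4*, *Rangap1*, *Lcp1*, *Sp140* and *Rps23*. *Uchl4* (chromosome 9) rose from 7.53 ± 0.501 CPM in wild type to 65.2 ± 12.3 CPM (SD, n = 3 each), a log2 fold change of 3.12 (standard error 0.19, adjusted p = 1.54e-06). For *Rangap1* (chromosome 15), the log2 fold change was 3.00 in *Dicer* SOM/SOM (standard error 0.21, adjusted p = 3.79e-06) and 2.37 in *Dicer* ΔMT/ΔMT (standard error 0.20, adjusted p = 4.60e-05). *Lcp1* (chromosome 14) changed by 2.87 in *Dicer* SOM/SOM (standard error 0.15) and 1.37 in *Dicer* ΔMT/ΔMT (standard error 0.13), and *Sp140* and *Rps23* by 2.73 and 2.62 in *Dicer* SOM/SOM. Under the paper's counting, *Uchl4* shares reads with *Uchl3*, *Sp140* with 11 other genes and *Rps23* with 14, each with transcripts at least 95% identical over at least 50% of their length. *Lcp1* and *Sp140* each overlap 2 genes on the other strand. *Optn* was at 27.7 ± 1.66 CPM in wild type, 66.5 ± 8.26 CPM (SD, n = 4) in *Dicer* ΔMT/ΔMT and 99.8 ± 12.3 CPM in *Dicer* SOM/SOM, with log2 fold changes of 1.27 (adjusted p = 9.27e-05) and 1.86 (adjusted p = 3.43e-06). It overlaps *4930551O13Rik* on the other strand. *Hdac1*, *B2m* and *Hprt* are not among the targets of S4 Table and are given because the paper names them. *Hdac1*, which has 2 close copies, had log2 fold changes of 1.19 in *Dicer* ΔMT/ΔMT and 2.64 in *Dicer* SOM/SOM. *B2m* changed by −0.05 in *Dicer* ΔMT/ΔMT (adjusted p = 0.805) and by −0.54 in *Dicer* SOM/SOM (adjusted p = 0.0112), where the fit with wild type alone no longer called it (adjusted p = 0.0579, the highest of its alternatives, from 4.04e-04). *Hprt* changed by 0.32 in *Dicer* ΔMT/ΔMT (adjusted p = 0.119) and by 0.09 in *Dicer* SOM/SOM (adjusted p = 0.648), where the change was −0.0094 without wild-type replicate 3.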

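Each sample was placed on a line through the log2 CPM values of all tested genes, on which 0 is the mean of the other wild-type samples and 1 the mean of the other *Dicer* SOM/SOM samples. Wild-type samples lay at 0.114 ± 0.0423 (SD, n = 3), *Dicer* ΔMT/ΔMT samples at 0.515 ± 0.0124 (SD, n = 4) and *Dicer* SOM/SOM samples at 0.797 ± 0.144 (SD, n = 3). Every *Dicer* ΔMT/ΔMT sample, from 0.500 to 0.529, lay above every wild-type sample and below every *Dicer* SOM/SOM sample (exact permutation tests, two-sided, p = 0.0286 for each comparison, the smallest p that the 35 splits allow). The *Dicer* SOM/SOM samples lay at 0.729, 0.699 and 0.962, with the farthest value in replicate 3, the sample with the lowest total count. The *Dicer* ΔMT/ΔMT mean was between 0.448 and 0.539 with 1 sample left out in turn, the lowest without *Dicer* SOM/SOM replicate 2. The 500 most variable genes moved it most among the other alternatives, to 0.448. In a principal component analysis of these samples alone, PC1 held 41.1% of the variance and PC2 16.2%. The PCA in the paper also included samples of another study, which were not used here. The paper sets this middle position of the *Dicer* ΔMT/ΔMT samples beside the more deregulated transcriptome and the upregulated siRNA targets in *Dicer* SOM/SOM oocytes, as results that go together.

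**Figure D2:**
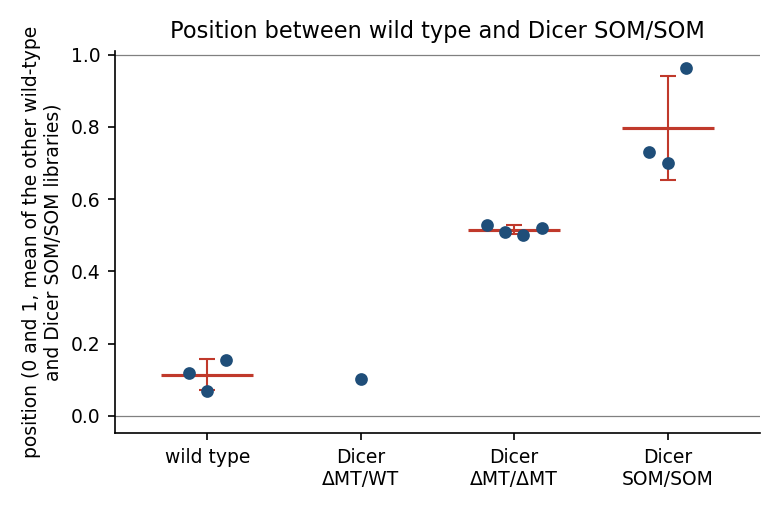
Position of each sample (vertical axis, no unit) between the other wild-type samples (0) and the other *Dicer* SOM/SOM samples (1), by genotype. Points are samples, red lines are means and bars are SD where there is more than 1 sample. The 4 *Dicer* ΔMT/ΔMT samples lie between 0.500 and 0.529.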

We included into PCA also transcriptomes of previously analyzed *Dicer* and *Ago2* mutants [31]. Although the experimental variability (“bench effect”) separated our and other datasets along the PC1 axis, the data showed an apparent separation of wild-type and RNAi mutant samples along the PC2 axis. *Dicer*^SOM/SOM^ transcriptome appeared to be more distant from wild-type samples than *Dicer*^ΔMT/ΔMT^ transcriptome and in a parallel position with Stein et al. mutants [31] relative to wild-type samples (Fig 3E).

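The mean Euclidean distance over the log2 CPM of the 23151 tested genes was 178 between wild-type and *Dicer* SOM/SOM samples, 127 between wild-type and *Dicer* ΔMT/ΔMT samples and 135 between the mutants. Samples of the same genotype lay 102 apart in wild type, 90.8 in *Dicer* ΔMT/ΔMT and 141 in *Dicer* SOM/SOM, so the distances between groups include a large share of spread within them. Without *Dicer* SOM/SOM replicate 3, which had the lowest total count, the distance from wild type to *Dicer* SOM/SOM was 162. The *Dicer* and *Ago2* mutants of the other study were not analysed here.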

**Fig 3:**
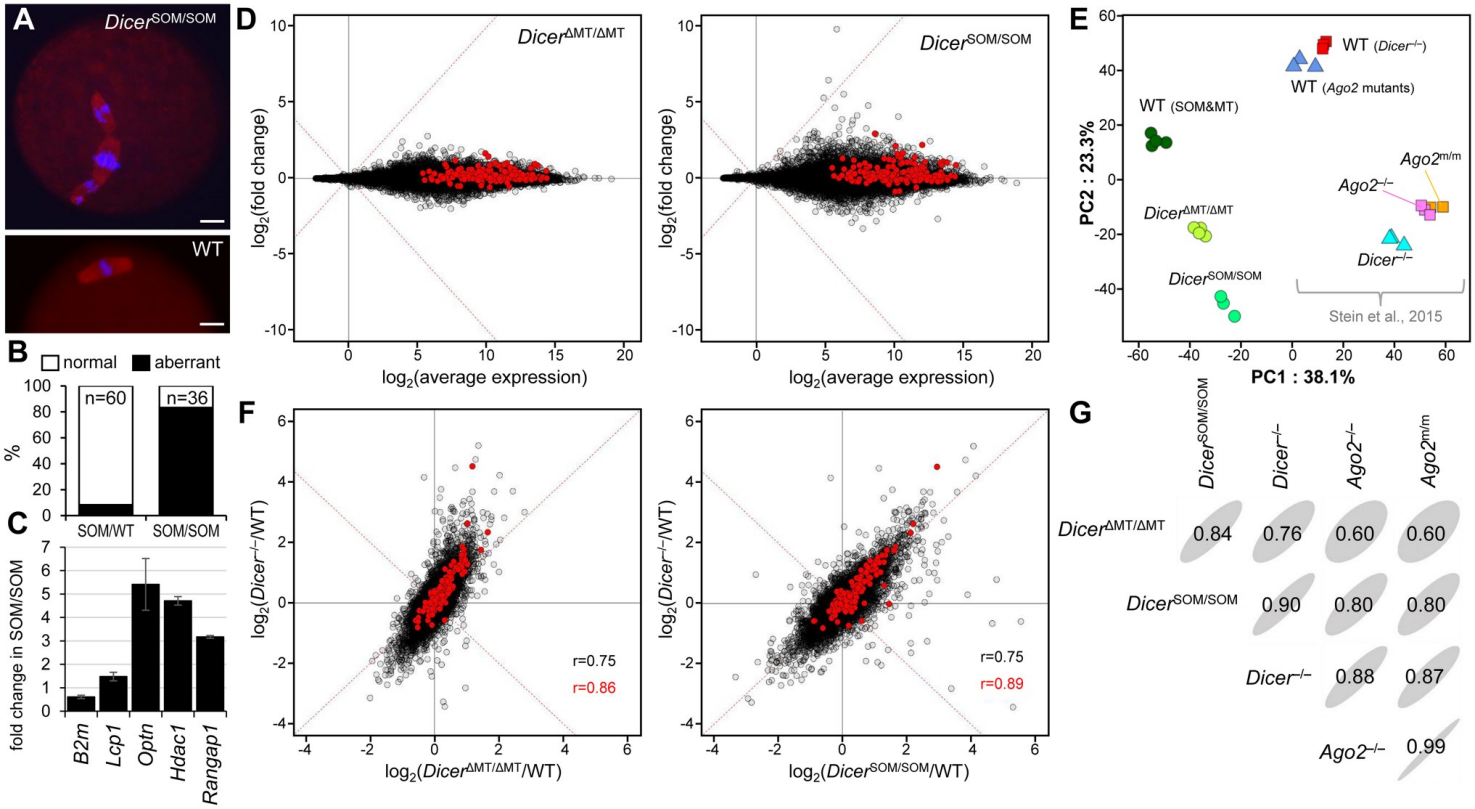
*Dicer*^SOM/SOM^ animals phenocopy oocyte-specific Dicer knock-out. (A) Oocytes of *Dicer*^SOM/SOM^ mice exhibit spindle defects like *Dicer*^−/−^ or *Dicer*^ΔMT/ΔMT^ oocytes [38, 39, 44]. Size bar = 10 μm. (B) Frequency of meiotic spindle defects in oocytes from *Dicer*^SOM/wt^ and *Dicer*^SOM/SOM^ mice. Numbers correspond to examined oocytes with each genotype. (C) mRNA expression of selected RNAi targets analyzed by qPCR performed as three biological replicates. *B2m* is a non-targeted gene. All mRNA levels are shown relative to *Hprt1*. (D) MA plots depicting transcriptome changes in *Dicer*^ΔMT/ΔMT^ and *Dicer*^SOM/SOM^ oocytes relative to wild-type oocytes. (E) PCA analysis of RPKM transcriptome changes in oocytes of different mutants, which includes previously published data from *Dicer* and *Ago* mutants [31]. (F) Comparison of mRNA expression changes in *Dicer*^ΔMT/ΔMT^ and *Dicer*^*S*OM/SOM^ oocytes (x-axis) with mRNA changes in oocytes with conditional Dicer knock-out (y-axis). (G) Correlation matrices of retrotransposon-derived transcriptome in different mutant oocytes. Elliptic shapes reflect sizes of inscribed correlation coefficients for easier visual navigation.

When comparing relative transcriptome changes of Dicer mutants to accompanying wild-type controls (Fig 3F and S3 Fig), *Dicer*^ΔMT/ΔMT^ and *Dicer*^SOM/SOM^ showed good overall correlation with transcriptome changes in *Dicer*^−/−^ oocytes (r = 0.75) and relative changes of predicted RNAi targets correlated slightly better in *Dicer*^SOM/SOM^ (r = 0.89) than changes in *Dicer*^ΔMT/ΔMT^ (r = 0.86) oocytes. While the difference in correlation coefficient is minimal, putative RNAi targets and other upregulated genes tend to be distributed above the diagonal when comparing *Dicer*^*ΔMT/ΔMT*^ and *Dicer*^*−/−*^ samples and more along it when comparing *Dicer*^SOM/SOM^ with *Dicer*^−/−^ (Fig 3F). This means that transcriptome changes in *Dicer*^SOM/SOM^ better mimic changes in *Dicer*^*−/−*^ than transcriptome changes in *Dicer*^ΔMT/ΔMT^ and show that *Dicer*^SOM/SOM^ model is superior to *Dicer*^ΔMT/ΔMT^ as oocyte-specific RNAi deficiency model. As RNAi also targets repetitive sequences, we analyzed correlations of relative changes of retrotransposon RNAs in our datasets and *Dicer* and *Ago2* mutants [31]. In this case, *Dicer*^SOM/SOM^ mutants correlated with *Dicer*^*−/−*^ mutant (r = 0.90) even better than *Dicer*^*−/−*^ mutant with *Ago2* mutants (Fig 3G), which is remarkable considering entirely independent experimental analysis. Since *Dicer*^SOM/SOM^ females closely phenocopy conditional *Dicer* knock-out in oocytes, the *Dicer*^SOM^ model is excellent for studying simultaneous loss of RNAi and piRNA pathways in oocytes because it overcomes arduous breeding of the *Mili*^DAH^ model with a conditional *Dicer* knock-out.

### RNAi & piRNA mutant females show no signs of disturbed ovarian development of oocytes

Mouse mutants lacking piRNA and RNAi pathways in mouse oocytes should reveal whether or not mutants of single pathways manifest the full extent of small RNA-mediated retrotransposon repression because both pathways can suppress mobile elements. Accordingly, we crossed *Dicer*^SOM^ mice with *Mili*^DAH^ mice carrying a mutation in the DDH catalytic triad of MILI where the second aspartic acid is mutated to an alanine [24]. As *Mili*^DAH/DAH^ males and *Dicer*^SOM/SOM^ females are sterile, we first crossed *Mili*^DAH/DAH^ females to *Dicer*^SOM/SOM^ males (both on C57Bl/6 background) and then crossed their double heterozygote progeny to obtain *Dicer*^SOM/WT^, *Mili*^DAH/DAH^ females and Dicer^SOM/SOM^, *Mili*^DAH/WT^ males, which were crossed to obtain females lacking in oocytes both pathways (*Dicer*^*SOM/SOM*^, *Mili*^DAH/DAH^, “double KO”), only RNAi (*Dicer*^SOM/SOM^, *Mili*^DAH/WT^), only piRNA (*Dicer*^SOM/WT^, *Mili*^DAH/DAH^), or none (*Dicer*^SOM/WT^, *Mili*^DAH/WT^). Importantly, phenotype analysis of double mutants was restricted to ovarian phenotypes manifested until the fully-grown GV oocyte stage because the loss of RNAi causes meiotic spindle defects in ovulated oocytes and impairs further development [38, 39, 44].

Females of the four above-described genotypes were analyzed for ovarian weight and histology and number of fully-grown GV oocytes recovered from non-superovulated animals (Fig 4A–4C). Double KO females showed normal ovarian morphology and weight of ovaries (Fig 4A and 4B). The presence of antral follicles and *corpora lutea* in ovaries of double KO females suggested that the loss of RNAi on the piRNA knock-out background does not reveal a strong ovarian phenotype. This was further supported by recovering normal number of fully-grown oocytes from double KO ovaries (Fig 4C). Elimination of both pathways thus did not significantly affect follicular growth and ovarian oocyte development (Fig 4D), which shows that RNAi pathway does not mask an essential function of piRNAs during ovarian oogenesis.

**Fig 4:**
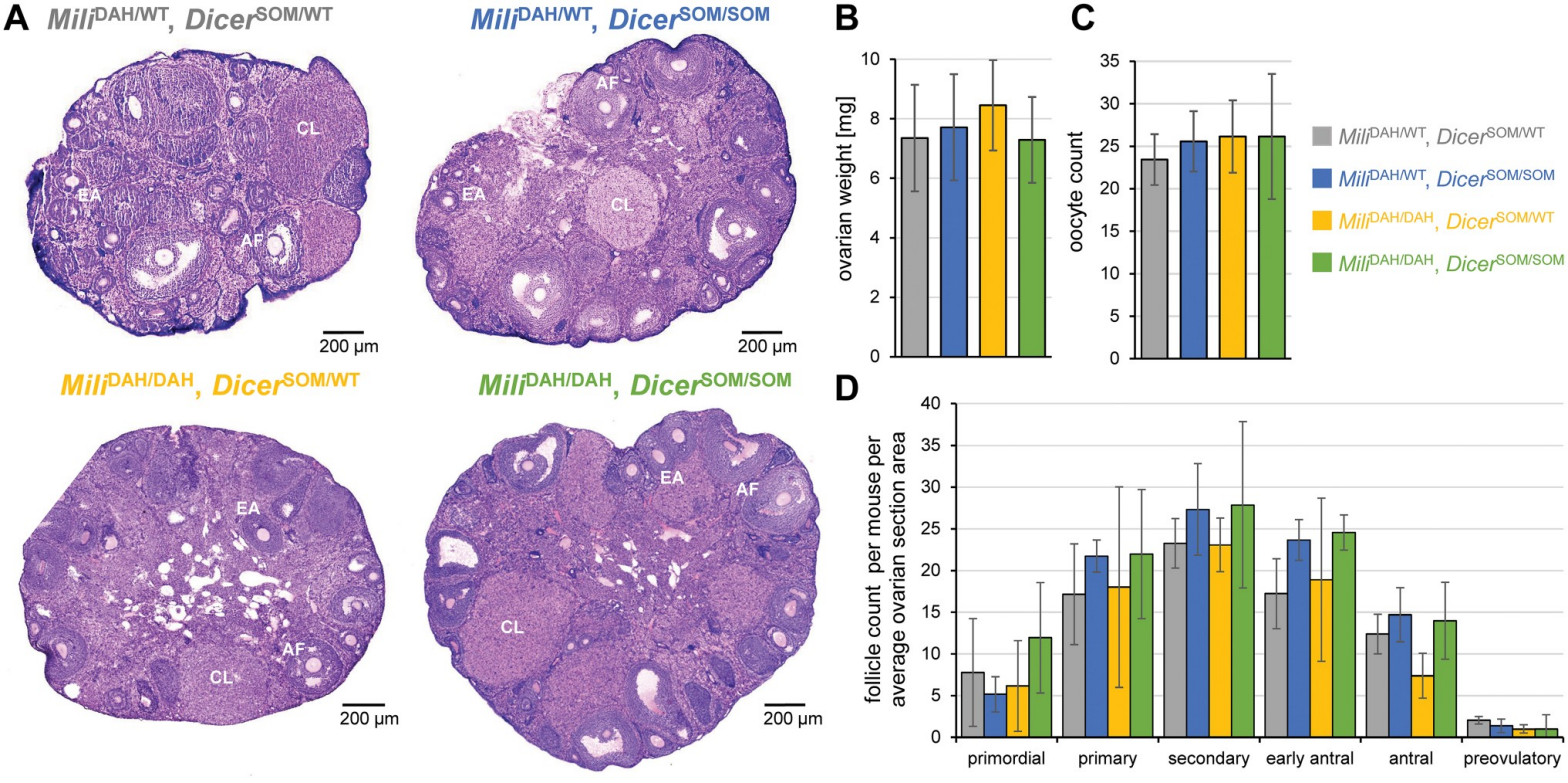
RNAi (*Dicer*^SOM/SOM^) and piRNA (*Mili*^DAH/DAH^) knock-out analysis. (A) Representative histological sections of ovaries stained with hematoxylin and eosin. Abbreviations: CL–*corpus luteum*, EA—early antral follicle, AF—antral follicle. (B) Ovarian weight. Ten ovaries from five 14–19 weeks-old females were analyzed per genotype. (C) Yield of fully-grown germinal vesicle (GV)-intact oocytes per animal. Seven 10–16 weeks old females per genotype were analyzed. (D) Analysis of follicles in ovaries of mutant animals. Follicular content has been normalized per average ovarian section area per animal. Six ovaries from three animals were analyzed. Error bar = SD.

### Varying redundancy of retrotransposon repression by RNAi and piRNA pathways

To complete the analysis of double mutants, we examined retrotransposon transcript levels. Previous studies showed upregulation of specific retrotransposon types in single pathway mutants but the extent to which retrotransposons are simultaneously regulated and how one pathway could compensate for the loss of the other one was not clear. We analyzed by qPCR active subfamilies of autonomous retrotransposon L1 (L1Md_T) and IAP (IAPEz) and selected non-autonomous elements SINE B1, RLTR10, and MTA. Comparison of oocytes of the four genotypes (double KO, RNAi KO, piRNA KO, and double heterozygote) showed interesting diversity of transcript level changes (Fig 5A).

**Fig 5:**
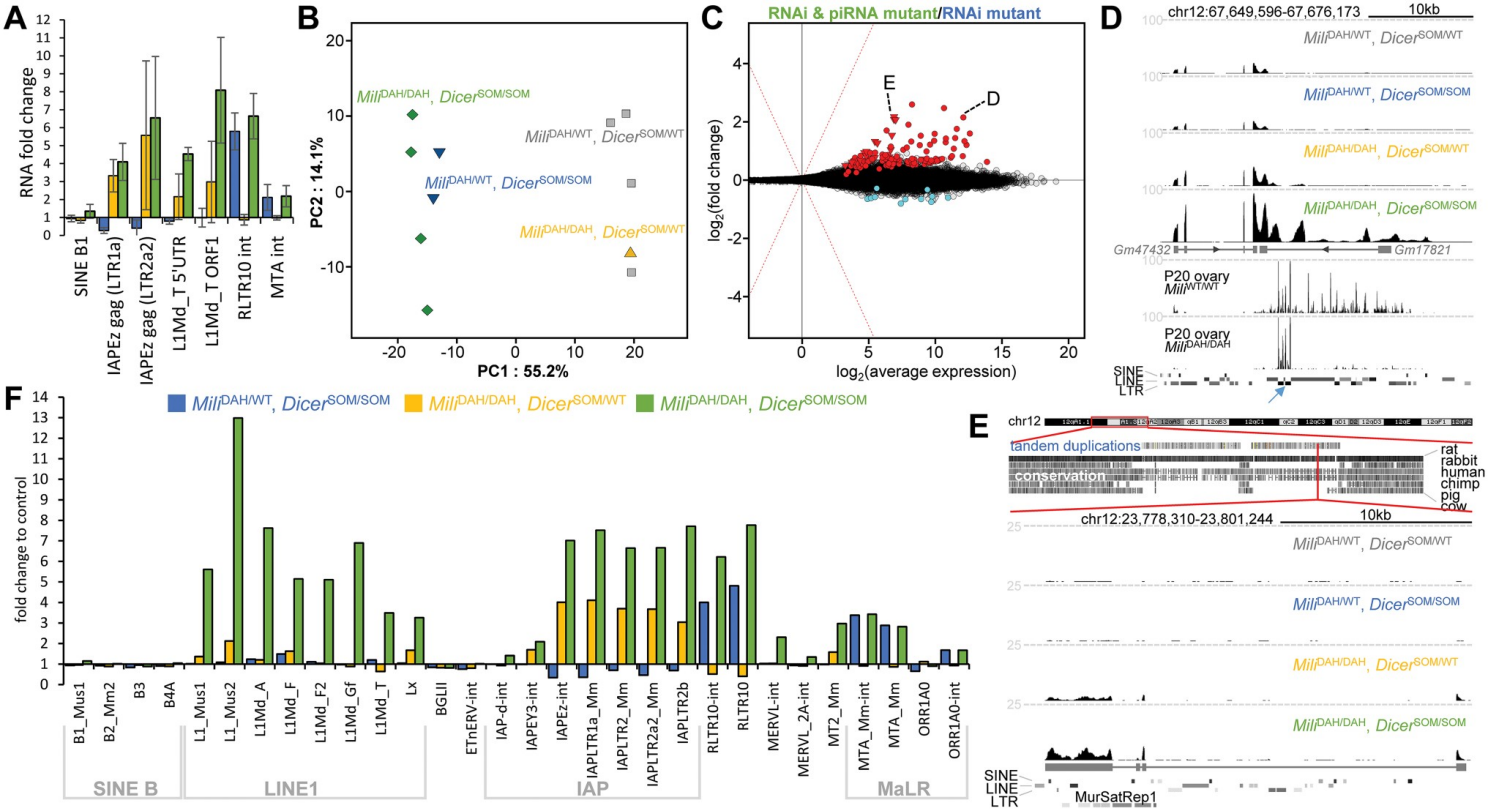
Transcriptional changes in oocytes lacking RNAi and piRNA pathways. (A) qPCR analysis of selected retrotransposons in mutant oocytes. Retrotransposon RNA levels are shown relative to that in heterozygous (*Mili*^DAH/WT^, *Dicer*^SOM/WT^) oocytes. Three biological replicates were perfomed. Error bar = SD. (B) PCA analysis of RPKM transcriptome changes in oocytes with mutated RNAi (*Mili*^DAH/WT^, *Dicer*^SOM/SOM^), piRNA (*Mili*^DAH/DAH^, *Dicer*^SOM/WT^) or both pathways (*Mili*^DAH/DAH^, *Dicer*^SOM/SOM^). Oocytes from heterozygous littermates (*Mili*^DAH/WT^, *Dicer*^SOM/WT^) served as controls. (C) MA plot depicting transcriptome changes in double mutant oocytes relative to RNAi pathway mutant oocytes. MA plots depicting transcriptome changes of pathway mutants relative to heterozygous control are provided in S3 Fig. Transcripts with significantly higher and lower transcript levels are shown in red and blue, respectively and are provided in the Supplementary file 1. Transcripts from a tandem duplication cluster at chromosome 12 are depicted as triangles. One such a transcript was chosen for display in the panel E. Transcript labeled with D is associated with a *Mili*-dependent small RNA cluster. (D) A UCSC browser snapshot of a region producing *Mili*-dependent and *Mili*-independent small RNAs. The locus encodes non-coding RNAs (*Gm476432* and *Gm17821*), which show increased abundance in double mutants. The upper part shows RNA-seq data from oocytes with the four genotypes. Dashed horizontal lines depict expression level corresponding to 100 counts per million (CPM). The lower two samples show small RNAs from wild-type and *Mili*-mutant postnatal ovaries (day 20) from Kabayama et al. [21]. The *Mili*^DAH/DAH^ mutant is the same one as in our study. The bottom part depicts distribution of repetitive elements along the locus with a blue arrow pointing to the LTRIS_Mm inverted repeat giving rise to *Mili*-independent 21–23 nt small RNAs. (E) An example of one of the paralogs from the tandem duplication cluster at chromosome 12, which exhibit increased transcript levels in double mutants. The upper part shows the tandem duplication cluster at chromosome 12, the lower half shows a snapshot from a UCSC browser with scaled RNA-seq data from different mutants. Expression analysis data from UCSC browser are organized as in the panel D. The bottom part depicts distribution of SINE, LINE and LTR retrotransposons and MurSatRep1 repeat along the locus. (F) RNA abundance of selected retrotransposon types from Repeatmasker annotation in mutant oocytes are displayed relative to heterozygous (*Mili*^DAH/WT^, *Dicer*^SOM/WT^) controls.

IAP seemed to be targeted by the piRNA pathway and was even better suppressed in RNAi knock-out oocytes. Levels of IAPs internal sequence showed low if any increase when RNAi was lost in addition to the piRNA pathway (Fig 5A). A strong effect of double knock-out was observed on L1Md_T expression. While RNAi knock-out had no effect and *Mili* knock-out showed only slightly increased L1 expression, the loss of both pathways caused about six-fold increase in expression suggesting that both pathways target L1 and can mutually compensate loss of a single pathway. In contrast, RNAi primarily targeted RLTR10. *Mili* knock-out had no effect on RLTR10 expression on its own but had minor additive effect on *Dicer*^SOM/SOM^ background (Fig 5A). These data suggest that RNAi and piRNA pathways suppress some but not all retrotransposons in a redundant manner and can partially compensate for each other’s loss.

To obtain an independent confirmation of qPCR data, we performed RNA-seq analysis of the four genotypes. 

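The paired-end run held RNA from GV oocytes of RNAi mutants (*Mili* DAH/WT, *Dicer* SOM/SOM, n = 2), piRNA mutants (*Mili* DAH/DAH, *Dicer* SOM/WT, n = 1), double mutants (*Mili* DAH/DAH, *Dicer* SOM/SOM, n = 4) and heterozygous controls (*Mili* DAH/WT, *Dicer* SOM/WT, n = 4). Mapping and counting by the authors were those of the single-end run. The counting command in the methods has no option for read pairs, so that, if it was run as printed, the reads of a pair were counted singly. Total counts per sample were between 22928936 and 38414722 in RNAi mutants (median 30671829) and between 29681481 and 43540806 in double mutants (median 35920454). Controls had between 25550498 and 41981837 (median 32671327), and the piRNA mutant had 35232785. The same filter left 20989 genes, which were fitted together for all 11 samples and apart from the single-end run. The single piRNA mutant adds nothing to the estimate of spread, and no gene was tested for a change in it. The floor of 3 counts corresponds to 0.0689 to 0.131 CPM. Replicate differences were 15.5 to 98.0 times as large as counting error allows. According to the sample labels, 2 of the double mutants were 35 to 40 weeks old and 2 were 11 weeks old, 2 of the controls were 36 to 38 and 2 were 10 to 17 weeks old, the RNAi mutants were 13 and 17 weeks old and the piRNA mutant was 16 weeks old. The methods give 12 to 16 weeks.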

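*Dicer1* was at 9.06% of the controls in RNAi mutants and at 9.01% in double mutants, with single double mutants between 8.31% and 9.51%, and at 93.1% in the piRNA mutant. Single controls lay between 78.5% and 119% of their mean. The log2 fold change was −3.46 in RNAi mutants (standard error 0.19, adjusted p = 6.26e-08) and −3.47 in double mutants (standard error 0.14, adjusted p = 2.59e-09). All double mutants were below all controls (exact permutation test, two-sided, p = 0.0286). *Piwil2*, which encodes MILI, was at 102% of the controls in double mutants (exact permutation test, two-sided, p = 0.943) and at 51.7% in the piRNA mutant, where single controls lay between 51.6% and 165%. DAH is a mutation of the catalytic site of MILI, so the *Piwil2* count does not check this label.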

The first component of a PCA analysis showed that transcriptomes of double mutants were quite similar to RNAi mutants while the loss of that piRNA pathway had a minor effect (Fig 5B). These results were consistent with a more detailed survey of transcriptome changes in individual mutants (S4 Fig). 

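In a principal component analysis of the log2 CPM of the 20989 tested genes, PC1 held 39.7% of the variance and PC2 11.4%. Double mutants lay at 60.4 ± 4.34 on PC1 (SD, n = 4), RNAi mutants at 41.3 ± 3.46 (SD, n = 2), controls at −64.9 ± 8.14 (SD, n = 4) and the single piRNA mutant at −64.7. Double mutants and controls did not overlap (exact permutation test, two-sided, p = 0.0286, the smallest p that the 70 splits allow). On a scale from the control mean (0) to the double mutant mean (1), RNAi mutants lay at 0.847 and the piRNA mutant at 0.00133. Of the alternatives tried, the 500 most variable genes moved PC1 most, to 61.4% of the variance, with RNAi mutants at 0.771 and the piRNA mutant at 0.0480 on that scale. With 1 sample left out in turn, RNAi mutants stayed between 0.809 and 0.859 and the piRNA mutant between −0.0308 and 0.0224.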

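Against the heterozygous controls, 2247 of the 20989 tested genes were called changed in RNAi mutants, 1484 higher and 763 lower, and 4447 in double mutants, 2592 higher and 1855 lower. At an unadjusted p under 0.05, there were 4951 and 6902 genes. Samples of the compared groups did not overlap for 34.8% of all genes in RNAi mutants, where chance gives 13.3%, and for 23.3% in double mutants, where chance gives 2.86%. The numbers of samples differ between the mutants, so the counts of called genes are not on one footing. Of the genes called in RNAi mutants, 2085 were called in double mutants in the same direction and 5 in the opposite direction. The log2 fold changes of both mutants had r = 0.735 across genes, which are not independent replicates, where simulations of unchanged groups against shared controls gave 0.381 on average and 0.407 at most. With younger animals only, 1353 genes were called in RNAi mutants and 1932 in double mutants, the largest move of the count in double mutants among the alternatives tried. In the piRNA mutant, 1666 genes lay outside the range of the 4 controls and at least 1 log2 unit from their mean, 706 above and 960 below. Each control set against the other 3 in the same way had between 1564 and 2418 such genes, and the piRNA mutant against 3 controls had between 1855 and 2133. Single RNAi mutants had 3791 and 3800, and single double mutants between 4252 and 4774. With a filter at 5 CPM, the number in the piRNA mutant was 62.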

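The largest rises in RNAi mutants were in *Gm650*, *Fgf21* and *Gm44551*, which did not pass the floor in the controls and were at least 13.0-fold, 14.8-fold and 20.4-fold higher. *Gm43699* and *Gm44840* did not pass the floor in RNAi mutants and were at least 14.0-fold and 12.0-fold lower, and *Olfr1300-ps1* had a log2 fold change of −4.16. *Gm44840* overlaps *Olfr1300-ps1*, so these counts are not separate evidence. In double mutants, *AC163633.1*, *Gm650* and *Krtap4-13* were at least 22.4-fold, 13.1-fold and 11.4-fold higher than the floor of the controls, *Gm15813* was at least 12.5-fold lower, and *Gm44840* and *Vmn1r35* had log2 fold changes of −4.10 and −4.06. *AC163633.1* shares reads with 23 close copies and *Vmn1r35* with 2. The siRNA targets of S4 Table had a median log2 fold change of 0.26 in RNAi mutants, with 62 called higher and 3 lower (65 and 8 when adjusted over the list alone), and of 0.23 in double mutants, with 69 higher and 9 lower (74 and 13 when adjusted over the list alone). In RNAi mutants, camera gave an adjusted p = 3.36e-13 and fry an adjusted p = 2.49e-07, and in double mutants an adjusted p = 9.08e-11 and an adjusted p = 1.78e-07. Over the 20089 genes tested in both sequencing runs, the changes in RNAi mutants and in *Dicer* SOM/SOM oocytes of the single-end run had r = 0.641 across genes. Of the 6195 genes called in the single-end run and tested in both, 5714 (92.2%) had the same sign in RNAi mutants, 1847 were called there in the same direction and 1 in the opposite direction.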

Given the PCA results and our interest in understanding of the phenotype of the double mutant, we focused on transcriptome changes in double mutant oocytes relative to RNAi mutants. This analysis revealed that a small population of genes (127 genes) exhibited significantly increased transcript abundance on top of gene expression changes caused by the loss of RNAi (Fig 5C and S1 Table).

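From RNAi mutants (n = 2) to double mutants (n = 4), 65 of the 20989 tested genes were called higher and 1 was called lower, while 1004 genes had an unadjusted p under 0.05. All 66 called genes had no overlap between the groups. Over all tested genes this held for 14.4%, where chance gives 13.3%. The gene called lower was *Gm18765*, at 65.7 ± 5.69 CPM (SD, n = 4) in double mutants and 119 ± 7.51 CPM (SD, n = 2) in RNAi mutants, a log2 fold change of −0.86 (standard error 0.16, adjusted p = 0.0416). It has 4 close copies that share its reads, and it was no longer called when any of the double mutants was left out. Of the alternatives tried, DESeq2 on the same genes moved the number of higher genes most, to 155, with 15 lower. All 65 higher genes were among the 155. Between 51 and 60 genes were called higher with 1 double mutant left out in turn. The RNAi mutants came from younger animals only, and with younger animals alone 48 genes were called higher, of which 46 were among the 65. The titles of both RNAi mutants, and of no other sample, end in "new". A separate preparation of these samples is therefore not excluded. The paper gives its principal component analysis and its interest in the double mutant phenotype as grounds for comparing double mutants with RNAi mutants. It reports genes with increased transcript abundance from this comparison. It describes the increased transcript abundance of these genes as coming on top of the changes that the loss of RNAi brings.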

The most interesting locus exemplifying a gene coupling RNAi and piRNA pathways included lncRNAs *Gm47732* add *Gm17821* (Fig 5D). Both lncRNAs showed increased transcript abundance in double mutants. 

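*Gm17821* (ENSMUSG00000113657.1) lies on the minus strand of chromosome 12 from 67658527 to 67669276 and is annotated as a processed pseudogene. The lncRNA next to it, which the paper names *Gm47732*, is listed in the annotation and in S1 Table as *Gm47432* (ENSMUSG00000114010.1), on the plus strand from 67651385 to 67658263. *Gm17821* was at 303 ± 67.0 CPM (SD, n = 4) in double mutants, 24.4 ± 0.630 CPM (SD, n = 2) in RNAi mutants and 30.0 ± 7.67 CPM (SD, n = 4) in controls. Its log2 fold change in double mutants was 3.64 against RNAi mutants (standard error 0.28, adjusted p = 2.05e-05) and 3.34 against controls (standard error 0.21, adjusted p = 1.22e-07). *Gm47432* was at 371 ± 60.4 CPM in double mutants, 65.8 ± 1.77 CPM in RNAi mutants and 72.9 ± 19.8 CPM in controls. Its log2 fold changes were 2.49 against RNAi mutants (standard error 0.25, adjusted p = 1.88e-04) and 2.35 against controls (standard error 0.19, adjusted p = 1.19e-06). Every double mutant was above every other sample for both genes. The single piRNA mutant had 72.5 CPM of *Gm17821* and 133 CPM of *Gm47432*, above the highest controls at 38.5 and 96.1 CPM.

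**Figure D3:**
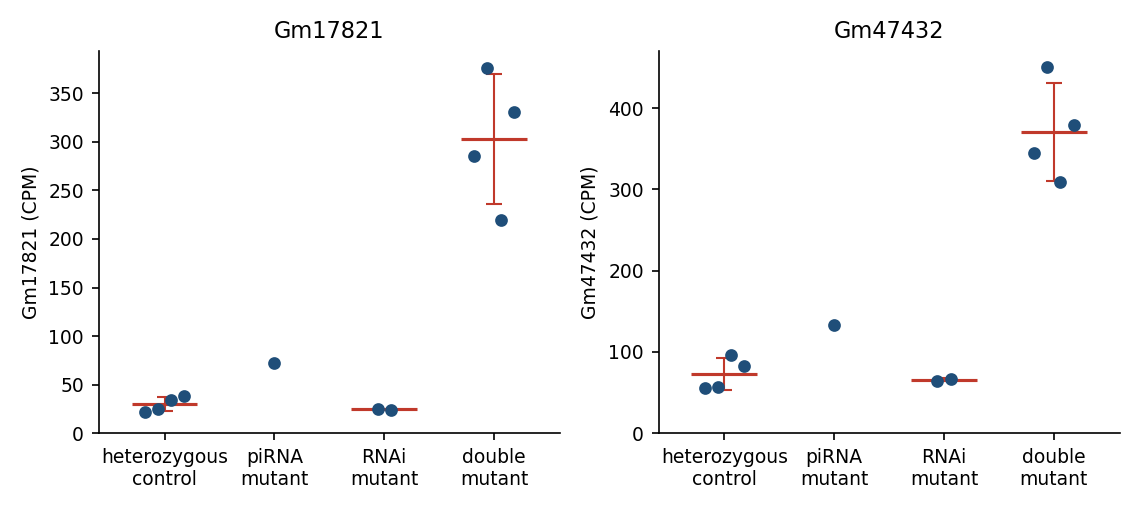
*Gm17821* and *Gm47432* in CPM (vertical axes) by genotype (horizontal axes) in the paired-end run. Points are samples, red lines are means and bars are SD where there is more than 1 sample. Double mutants lie at 303 ± 67.0 and 371 ± 60.4 CPM, above all other samples.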

*Gm17821* apparently overlaps with a primary unidirectional piRNA cluster as evidenced by *Mili*-dependent maternal piRNAs [21]. At the same time, *Gm17821* intron contains an inverted repeat of two LTRIS_Mm sequences, which gives rise to *Mili*-independent 21–23 nt small RNAs (Fig 5D). Therefore, this locus produces primary piRNA transcripts, which are also processed by RNAi machinery.

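Of the 65 genes called higher in double mutants than in RNAi mutants, 28 are annotated as protein coding, 15 as lncRNA, 19 as pseudogenes and 3 as other types. These are 0.186% of the tested protein coding genes, 0.527% of the tested lncRNAs and 0.879% of the tested pseudogenes. A gene without a symbol (ENSMUSG00000096808.1) met the rule for naming genes, with a log2 fold change of 8.12 and 1.02 CPM in double mutants. Among genes with a symbol, the largest rises under this rule were in *Gm43674* on chromosome 3 and in *AC163633.1* and *Gm47437* on chromosome 12. None passed the floor in RNAi mutants. In double mutants, *Gm43674* was at 5.95 ± 0.921 CPM, *AC163633.1* at 2.09 ± 0.929 CPM and *Gm47437* at 3.64 ± 0.558 CPM (SD, n = 4), which is at least 56.4-fold, 19.8-fold and 34.5-fold higher. The transcripts of *AC163633.1* and *Gm47437* match 23 and 22 other genes, so that their reads are shared.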

Other genes, which had increased expression in double mutants were a mixture of protein coding genes and long non-coding RNAs. Although many transcripts carried L1 or IAP sequences in 3’UTRs, it is unclear whether they represent genes simultaneously regulated by RNAi and piRNA pathways. One interesting observation worth of further investigation was increased abundance of over twenty long non-coding RNA (lncRNA) distinct paralogs, which carried MurSatRep1 repetitive sequence in their last exon and localized into a large (6.7 MB) and complex segmental duplication locus on mouse chromosome 12 (Fig 5E).

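The S1 Table genes marked as this locus, apart from *Adi1*, span an interval of chromosome 12 in which the table lists 163 genes, of which 66 were tested. *Adi1* lies on chromosome 12 outside this interval and was also called higher (adjusted p = 0.00241). The study chose the interval on these samples, so the values here are not independent evidence. From RNAi mutants to double mutants, the median log2 fold change of the 66 genes was 1.29, also with the 15 genes at the floor in 1 group set to their bound, and 45 were positive. Called higher were 19 genes and lower none (31 and 5 at an unadjusted p under 0.05, 30 and 5 when adjusted over the list alone), with an adjusted p = 3.98e-60 by camera and an adjusted p = 1.63e-06 by fry. The camera test presets a correlation of 0.01 between genes. Genes that share reads can exceed it, so the camera p is not to be taken at face value. *Gm49329*, which begins 1.655 kb before the interval, overlaps it and is not among the 66, was also called higher (adjusted p = 0.0110). The 19 genes make up 29.2% of the 65 called higher in the genome and span 5.90 Mb. They are annotated as pseudogenes (12), lncRNAs (2), other types (2) and protein coding genes (3). Against controls, 32 of the 66 genes were called higher and 6 lower in double mutants (median 1.45), while in RNAi mutants 1 was higher and none lower (9 and 5 at an unadjusted p under 0.05, median 0.06, or 0.04 with genes at the floor set to their bound, adjusted p = 0.961 by camera and adjusted p = 0.303 by fry). Leaving out the filter on low values moved the median most among the alternatives that kept every sample, to 0.93. *Gm10330* (ENSMUSG00000071362.2), annotated as protein coding from 23778912 to 23780265 on the minus strand, was at 15.6 ± 2.35 CPM (SD, n = 4) in double mutants, 0.0975 ± 0.0156 CPM (SD, n = 2) in RNAi mutants and 3.04 CPM in the single piRNA mutant. Its log2 fold change against RNAi mutants was 7.24 (standard error 0.54, adjusted p = 1.23e-05). Its count was fractional in 21 of 22 samples of both runs. None of the 19 called genes had a whole number in every sample, so reads were shared and the number of copies that rose cannot be counted from this table. Sequence of the repeat in the last exons was not analysed here.

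**Figure D4:**
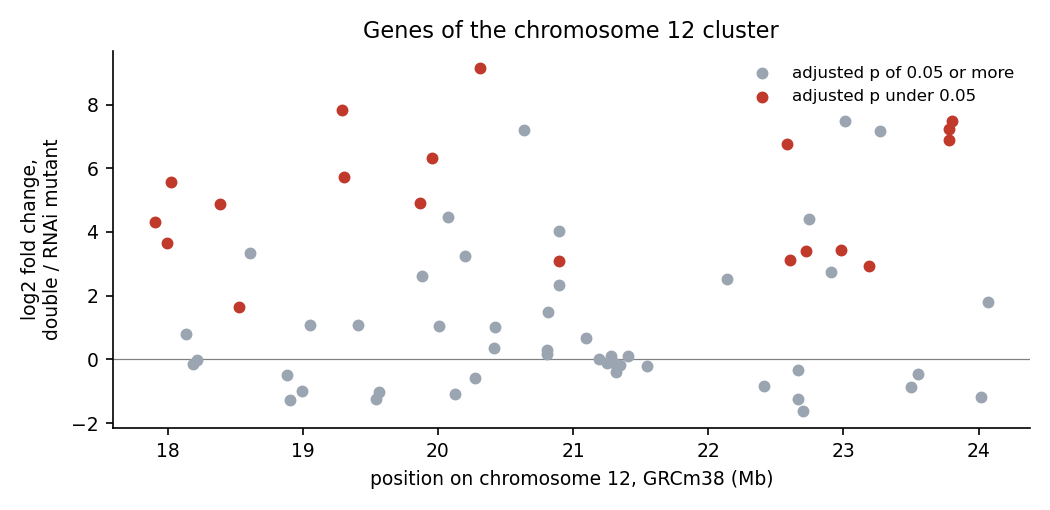
Log2 fold change from RNAi mutants to double mutants (vertical axis) of the 66 tested genes along chromosome 12 (horizontal axis, position). Points are genes and red marks an adjusted p under 0.05. Fitted values of genes at the floor in 1 group depend on the prior count. The 19 red genes all lie above 0.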

Analysis of repetitive sequences in RNA-seq data also corroborated previous qPCR analysis (Fig 5F). This included dominating piRNA-dependent suppression of IAP elements where the loss of RNAi even improved suppression of different IAP subgroups while the loss of both pathways had caused higher IAP expression than the loss of the piRNA pathway alone. RLTR10 and MaLR elements were primarily targeted by RNAi while L1 elements showed the strongest redundancy of RNAi and piRNA pathways; only a combined suppression of both pathways yielded increased abundance of L1 sequence (Fig 5F). RNA-seq data thus confirmed that RNAi and piRNA pathways suppress some but not all retrotransposons in a redundant manner and compensate for each other’s loss particularly in the case of L1 elements. At the same time, even when both pathways simultaneously fail to suppress retrotransposons in non-growing oocytes or during oocyte growth, this does not lead to a failure of ovarian oogenesis.

### Minimal expression of autonomous retrotransposition-competent L1s in mouse oocytes

The lack of sterile phenotype in female mice upon removal of two pathways targeting retrotransposons could stem from specific behavior/repression of DNA-damaging retrotransposons in the mouse female germline, which would make it less sensitive to the loss of the piRNA pathway. Expression of retrotransposons can differ between male and female germlines as retrotransposons adapt their transcriptional control to transcription factors regulating gene expression during different parts of the germline cycle. It can be observed in RNA-seq data [45, 48–50]. Mouse oocytes have relatively low expression of L1 and IAP (Fig 6A). Mouse genome contains several L1 families, of which LINE1_Md_A, LINE1_Md_T(-F) and LINE1_Md_G(-F) are the most recent and contain full-length retrotransposition-competent LINE1 copies [51–53]. Remarkably, despite the number of genomic insertions, the contribution of L1 sequences from these subfamilies to the oocyte transcriptome is relatively low, generally not exceeding 50 reads per million (Fig 6B). While the double mutants show about an order of magnitude higher L1 RNA abundance (Fig 6B), these sequences could originate from transcribed insertions that cannot retrotranspose.

**Fig 6:**
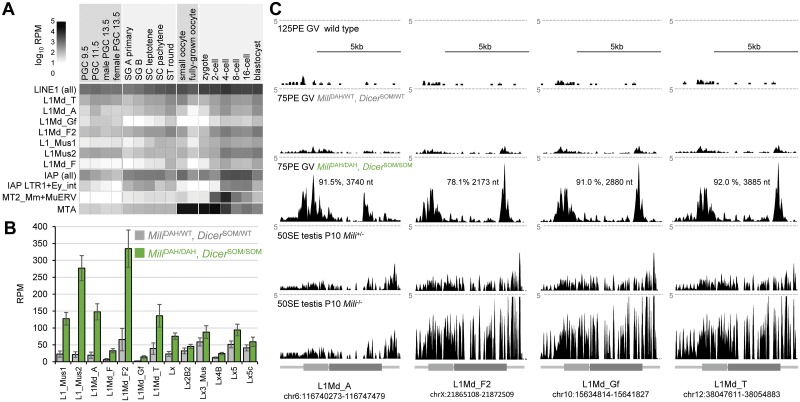
Retrotransposon expression in the female germline. (A) Relative retrotransposon expression during the germline cycle. The heatmap was produced as described previously [46] using published expression data [45, 48–50]. Depicted L1 and IAP retrotransposon subfamilies have full-length intact retrotransposon insertions in C57Bl/6 genome. (B) Selected L1 retrotransposon contribution to transcriptomes of double mutants (*Mili*^DAH/DAH^, *Dicer*^SOM/SOM^) and controls (*Mili*^DAH/WT^, *Dicer*^SOM/WT^). Four biological replicates. Error bar = SD. (C) Most expressed intact L1 retrotransposons from the four most abundant subfamilies. Shown are UCSC genome browser snapshots of specific L1 insertions with the highest coverage by RNA-seq reads in double mutants. The samples (from the top) depict merged data from 125 nucleotide paired-end (125PE) sequencing of normal full-grown GV oocytes from Horvat et al. [54], 75 nucleotide paired-end (75PE) sequencing of controls (*Mili*^DAH/WT^, *Dicer*^SOM/WT^) and double mutants (*Mili*^DAH/DAH^, *Dicer*^SOM/SOM^) from this study, and 50 nucleotide single-end (50SE) sequencing of total transcriptome of 10 days old wild-type and *Mili*^-–/-–^ testes [28]. All RNA-seq data were scaled and are shown at the same scale 5 CPM indicated by the dashed line. L1 schemes are depicted with ORF1 and ORF2 as lighter and darker grey rectangle, respectively.

We thus examined expression of all full-length L1 elements with intact ORF in the reference C57Bl/6 genome in fully-grown oocytes by mapping our RNA-seq libraries directly on these elements (using RNA-seq of mutants from this work and from [54]). While RNA-seq analysis cannot directly distinguish between reads originating from “dead” elements and intact ones, coverage by perfectly mapping reads still allows to assess how strong is the evidence supporting expression of intact, retrotransposition-competent elements. We thus focused on those intact elements exhibiting not only high expression in the number of reads per element but also the highest coverage of the entire element by RNA-seq data from double mutants (depth ~ 175x10^6^ perfectly matched 75 nt paired-end (75PE) sequenced fragments). We also included previous RNA-seq data from control and *Mili*-deficient postnatal day 10 (P10) testes [28].

The L1 elements showing the highest coverage by RNA-seq data in double mutants exhibited minimal coverage in normal fully grown oocytes (Fig 6C). In fact, analysis using perfectly-mapping reads from 125 nucleotide paired-end sequencing of fully-grown wild-type GV oocyte (125PE, top row in Fig 6C) revealed minimal if any expression of intact L1 elements with signal exisiting in the 5’UTR, which could be associated with L1’s antisense promoter. Since ~46.8x10^6^ fragments (i.e. ~ 94x10^6^ reads) in 125PE libraries were mapable with perfect complementarity on the C57Bl/6 genome, these data suggest that most retrotransposition-competent L1 elements are transcriptionally silent during oocyte growth. A similar result was obtained with 75 PE data from heterozygous controls (depth ~144x10^6^ fragments, Fig 6C). In contrast, coverage of intact L1 elements in *Mili* heterozygotes in RNA-seq analysis of whole testes appeared much better than in oocytes suggesting higher L1 expression during spermatogenesis (Fig 6C, bottom two sets). At the same time, the loss of *Mili* yielded a mild increase L1 RNA abundance (Fig 6C) but this could reflect the fact that *Mili*-mediated suppression of L1 in testes concerns only a subpopulation of cells and this increase may be diluted in the whole testes transcriptome.

Transcriptomes of double mutant oocytes showed increased abundance of reads mapping to specific L1 elements. However, coverage of such elements with perfectly mapping reads was never complete (92% in the best case, Fig 6C) while the longest L1 region covered by sequencing data was 3885 nt (Fig 6C). In contrast, when analyzing long L1 insertions regardless of the intact ORFs or 5’ end, we could identify several elements with full or almost full coverage and even with RNA reads extending into their genomic flanks suggesting that these are *bona fide* sources of L1 transcripts (S5 Fig).

Altogether, these data imply that the bulk of reads mapping to intact full-length elements are multimapping reads originating from other loci and that full-length intact L1 elements have minimal if any expression in fully-grown oocytes even in the absence of RNAi and piRNA pathways. Consistent with this notion is that suppression of RNAi and piRNA pathways in oocytes does not lead to production of detectable L1 ORF1 protein (S6 Fig). This implies that, unlike derepression of L1 in *Mili*^–/–^ testes [24], increased abundance of L1 transcripts in fully-grown double mutant GV oocytes is unlikely to represent significant L1 mobilization.

## Discussion

We experimentally tested whether or not RNAi acts redundantly and compensates the loss of piRNAs in the murine female germline. Existence of such a compensation was proposed previously [31, 32] and seemed plausible given normal fertility of female mutants of the piRNA pathway [17–19, 30] and simultaneous presence of RNAi and piRNA pathways in the oocyte [32, 40]. Furthermore, the vertebrate female germline is not insensitive to the loss of the piRNA pathway *per se* as shown in zebrafish [55]. To test the compensation hypothesis, we engineered a novel mouse mutant *Dicer*^SOM^, which could be directly crossed with a piRNA pathway mutant to obtain females deficient in both pathways in the germline in a simple crossing scheme.

*Dicer*^SOM^ mice express a tagged Dicer protein and lack expression of the short Dicer^O^ variants, which support RNAi in oocytes [46]. The *Dicer*^SOM^ model is superior to our earlier *Dicer*^ΔMT^ RNAi-deficient mouse model that lacked the main *Dicer*^O^ promoter and phenocopied oocyte-specific *Dicer* knock-out phenotype [44]. *Dicer*^ΔMT^ model was problematic because of varying penetrance of the phenotype due to an alternative LTR promoter that could also drive Dicer^O^ expression [46]. *Dicer*^SOM^ model faithfully phenocopies the loss of Dicer in mouse oocytes including derepression of RNAi-targeted genes and retrotransposons. Low levels of the full-length Dicer remain expressed in *Dicer*^SOM/SOM^ oocytes (Fig 2F). 

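In the 3 *Dicer* SOM/SOM samples of the single-end run, 2555, 3491 and 289 counts fell on *Dicer1*, all above the floor of 3 counts. These are counts of the whole gene, which do not tell the full-length isoform from other transcripts.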

The residual full-length Dicer seems to sustain miRNA biogenesis [44] but not efficient RNAi, as shown by transcriptome remodeling and phenocopy of Dicer null phenotype. This is also consistent with minimal siRNA levels produced by the full length Dicer in somatic cells from dsRNA substrates, which are capable of inducing RNAi in oocytes [56, 57].

For a piRNA pathway mutant, we have chosen *Mili*^DAH^ mouse model expressing catalytically dead MILI [24]. MILI is involved in processing of primary piRNA transcripts [58]; its prenatal or postnatal loss derails the piRNA pathway and causes male but not female sterility [24, 59]. When we crossed *Dicer*^SOM^ mice with *Mili*^DAH^ mice, the double mutants revealed no effect on ovarian oogenesis, up to the diplotene stage of the first meiotic division, in which oocytes remain arrested until resumption of meiosis (reviewed in [60]). This shows that piRNA and RNAi pathways in the mouse female germline do not suppress an acute threat, which would manifest as an ovarian phenotype when both pathways are removed. However, long term consequences could be still sufficient for maintaining both pathways present during evolution.

Why there would be a piRNA pathway in mouse oocytes at all? As suggested during the peer review, it is possible that the piRNA pathway could be an “insurance policy” against a future retrotransposon invasion. Occasional retrotransposon invasions occurring during rodent evolution could represent sufficient selective pressure for maintaining maternal piRNA pathway. Furthermore, common germline transcription factors, such as SOHL1/2 could contribute to the presence of the piRNA pathway in male and female germlines regardless how significant would be its presence in the female germline. This notion would be supported by reduced levels of many transcripts encoding piRNA pathway components in SOHLH and SOHLH2 female mutants [61] (S7 Fig).

Importantly, we observed that RNAi and piRNA pathways suppress retrotransposons in oocytes in a partially redundant manner, which could be explained by the stochastic nature of evolution of substrates giving rise to siRNAs and piRNAs. The piRNA pathway is an adaptive defense, where the recognition of an invading retrotransposon is stochastic; it requires retrotransposon insertion into one of the piRNA clusters yielding piRNA production and retrotransposon repression [62]. The post-transcriptionally acting RNAi also evolves stochastically in a different way. RNAi requires dsRNA, which can form when retrotransposon insertions form a transcribed inverted repeat or are transcribed antisense to produce RNAs basepairing with retrotransposon transcripts. Furthermore, some retrotransposons have intrinsic potential to produce dsRNA. In particular, L1 carries an antisense promoter in its 5’UTR and can produce sense and antisense RNAs with potential to basepair and trigger RNAi (reviewed in [63]). Notably, the antisense transcription from L1 5’UTR, which exists across mammals, may represent L1’s own strategy for maintaining minimal expression levels sufficient for L1 retrotransposition in *cis* [11]; natural selection would otherwise yield L1s lacking the antisense promoter if it would significantly reduce L1’s fitness.

It could be that L1 is not active during oocyte development because transcription factors controlling its transcription are present during different parts of the germline cycle. However, this would be inconsistent with the proposed role of L1 during fetal oocyte attrition, which requires variable L1 expression [64]. Thus, it is more plausible that L1 is transcriptionally repressed in the female germline by some piRNA-independent mechanism. One of the candidate transcriptional silencing mechanisms, which can evolve and act in parallel to the piRNA pathway are Krüppel-associated box domain zinc finger proteins (KRAB-ZFPs, reviewed in [65]), whose C-terminal arrays of DNA binding zinc fingers have potential to evolve into specific retrotransposon repressors. Their cofactor, TRIM28 was found enriched on some L1 subfamilies, particularly L1MdF and L1MdF2 [66]. Furthermore, KRAB-ZFP *Gm6871* was proposed to selectively target L1MdF2 elements in mice [66]. *Trim28* and *Gm6871* are expressed in 5dpp oocytes [45] making the KRAB-ZFP system an excellent candidate for a parallel functional protection of the mouse female germline, which prevents mobilization of L1 elements in the absence of RNAi and piRNA pathways.

It should be highlighted that any interpretation of the piRNA pathway function and its loss-of-function phenotype must take into the account that the threat represented by mobile elements varies along the germline cycle and changes during evolution in species-specific manner. In any case, while there is no conclusive answer to the question why is the female germline insensitive to the loss of the piRNA pathway, our results rule out RNAi as a responsible mechanism and indicate that additional transcriptional silencing is involved in retrotransposon repression during oocyte development.

## Methods

Numerical data for graphs are provided in the S1 File.

### Ethics statement

Animal experiments were approved by the Institutional Animal Use and Care Committee (approval no. 34–2014) and were carried out in accordance with the law.

### Animals

*Mili*^DAH^ mice were kindly provided by Donal O’Carroll; this strain was characterized previously [24]. *Dicer*^SOM^ mice were produced in the Transgenic Unit of the Institute of Molecular Genetics ASCR, Czech Centre for Phenogenomics.

For genotyping, tail biopsies were lysed in PCR friendly lysis buffer with 0.6 U/sample Proteinase K (Thermo Scientific) at 55 °C, with 900 rpm shaking until dissolved (approx. 2.5 h). Samples were heat-inactivated at 75 °C, 15 min. The lysate was diluted three times and 1 μl used with HighQu DNA polymerase (0.5 U/reaction) master mix for PCR. Genotyping primers are provided in S2 Table. PCR program was as follows– 95 °C, 3 min, 38 x [95 °C, 30 s, 58 °C, 30 s, 72 °C, 1 min], 72 °C, 3 min. PCR products were analyzed using a 1.5% agarose gel electrophoresis.

### Generation of Dicer^SOM^ mice

We first produced ESCs with the *Dicer*^SOM^ allele and then used those for producing chimeric mice and establishing *Dicer*^SOM^ line upon germline transmission of the *Dicer*^SOM^ allele. *Dicer*^SOM^ allele in ESCs [67] was generated by using CRISPR-Cas9 [68] mediated modification of the endogenous *Dicer* locus. Pairs of sgRNAs were designed to cleave *Dicer* genomic sequence in intron 2 (sequence of DNA targets: mDcr_i2a 5’-GTACCCAAATGGATAGAA-3’, mDcr_i2b 5’-GTTGGGATGGAGGTTGTT-3’) and intron 6 (sequence of DNA targets: mDcr_i6a 5’-ACTACGCTAGGTGTAAACAG-3’, mDcr_i6b 5’-TGCAGTCCCCGGACGTTAAAT-3’). A template for homologous recombination was designed to contain an HA-tag at the N-terminus of *Dicer* coding sequence and DNA sequence of exon 2 to exon 7 of *Dicer* (Fig 2A). Detailed description of preparation of the template for homologous recombination and its sequence are provided in the supplement (S1 Text).

Upon screening ~600 ESC clones by PCR genotyping and Western blotting, we selected four ESC lines (S1 Fig), which were used to produce chimeric mice. *Dicer*^SOM^ ESCs were injected into eight-cell stage of C57Bl/6 host embryos. In total, 255 chimeric embryos were constructed, which were transferred into pseudopregnant foster mothers of ICR strain background. Of 27 weaned animals, fur color indicated chimerism in seven males and one female. Five males showing the strongest chimerism were mated to C57Bl/6 females to obtain germline transmission. From ~ 140 genotyped progeny, we obtained one positive animal derived from the ESC clone 11 (S1 Fig), which was subsequently crossed on the C57Bl/6 background to establish the *Dicer*^SOM^ line.

### Oocyte collection

Fully-grown GV oocytes were obtained from superovulated or non-stimulated 12–16 weeks old C57Bl/6 mice as described previously [69]. Resumption of meiosis was prevented with 0.2 mM 3-isobutyl-1-methyl-xanthine (IBMX, Sigma). MII oocytes were obtained from animals superovulated with 7 IU of PMSG administered on day 1 and 7 IU of hCG administered 46–48 h post PMSG, mice were sacrificed 16 h post hCG. Oocytes were collected from oviducts, cumulus cells were removed by incubation with 0.1 uM hyaluronidase solution in M2 media for 3–5 min, oocytes were washed from hyaluronidase in M2 media and collected in PBS-PVP.

### Cell culture and transfection

Mouse R1 ESCs were cultured in LIF media: KO-DMEM supplemented with 15% fetal calf serum, 1x L-Glutamine (Invitrogen), 1x non-essential amino acids (Invitrogen), 50 μM β-Mercaptoethanol (Gibco), 1000 U/mL LIF (ISOKine, ORF Genetics), penicillin (100 U/mL), and streptomycin (100 μg/mL). For transfection, cells were plated on a 24-well plate, grown to 50% density and transfected using Lipofectamine 3000 (Thermo Fisher Scientific) according to the manufacturer’s protocol.

### Western blotting

Mouse tissues were homogenized mechanically in RIPA lysis buffer (20 mM HEPES (pH 7.8), 100 mM NaCl, 1 mM EDTA (pH 8.0), 0.5% IGEPAL-25%, 1 mM fresh DTT, 0.5 mM PMSF, 1 mM NaF, 0.2 mM Na_3_VO_4_, supplemented with 2x protease inhibitor cocktail set (Millipore)), centrifuged for 15 min, at 16 000 g, 4 °C and supernatant was used for protein electrophoresis. Protein concentration was measured by Bradford assay, 40 μg of protein was loaded per late. ESCs were grown in 6-well plates. Before collection, cells were washed with PBS and lysed in RIPA lysis buffer with inhibitors.

Proteins were separated on 5.5% polyacrylamide gel and transferred on PVDF membrane (Millipore) using semi-dry blotting for 50 min, 35 V. The membrane was blocked in 5% skim milk in TTBS, Dicer was detected using rat anti-HA 3F10 monoclonal primary antibody (Sigma-Aldrich) diluted 1:2 500, membrane was incubated overnight at 4 °C in blocking solution. Washed in TTBS buffer, incubated with secondary antibody (HRP-anti-Rat diluted 1:50 000 in TTBS). Incubated for 1h at room temperature. Washed in TTBS, signal was detected using Supersignal west femto substrate (Thermo Scientific). For tubulin detection, samples were run on 10% PAA gel and incubated with anti-Tubulin (Sigma, #T6074) mouse primary antibody diluted 1:5 000 and anti-mouse-HRP secondary antibody 1:50 000.

### qPCR analyses

Ten oocytes per one reverse transcription (RT) reaction were collected in 1 ul PBS-PVP. 20 U of Ribolock RI (Thermofisher), 1 ug of yeast total RNA (carrier RNA) and RNase free water up to 5 ul was added and oocytes were incubated at 85 °C for 5 min for lysis. Crude lysate was used for RT with Maxima H Minus Reverse Transcriptase (Thermo Scientific). Ten oocytes from the same mouse were used for a control RT minus reaction. cDNA equivalent of a half of oocyte was used per a qPCR reaction. Maxima SYBR Green qPCR Master Mix (Thermo Scientific) was used for qPCR. qPCR was performed in technical triplicates for each biological replicate. For expression levels, we first estimated average values of the technical replicates relative to *Hprt* levels for each biological replicate and then we calculated average and standard deviation values for biological replicates.

### Histology

Ovaries were fixed in Bouin solution for 16–20 h. Next, they were washed 3x 5 min with PBS, 30 min in 50% EtOH and transferred in 70% EtOH (all steps at 4°C). Whole ovaries were dehydrated, cleared and perfused with molten paraffin during histological processing. Ovaries were then embedded in paraffin blocks and sectioned to 8 μm sections and stained with conventional hematoxylin and eosin stain. Testes were fixed in Davidson’s solution for 16–20 h and processed the same way as ovaries. 6 μm tissue sections were used for Dicer detection.

### Immunofluorescent staining

For analyzing microtubule defects, oocytes were isolated 16 h post hCG, fixed for 1h at room temperature in 4% PFA, permeabilized in 0.1% Triton X-100 for 10 min at room temperature (RT), washed in 2% BSA, 0.01% Tween-20 in PBS for 3x10 min, Blocked in 2% BSA, 0.01% Tween-20 in PBS for 1h, stained by primary antibody anti-β-Tubulin-Cy3 (TUB 2.1) (Abcam, ab11309) 1:200 for 1 h at room tempertaure, washed 3x 10 min in 0.01% Tween-20 in PBS, stained by 1 μg/ml DAPI for 5 min, mounted in Vectashield (Vector laboratories). Images of oocytes were acquired on DM6000 upright wide field microscope, images were processed by ImageJ. The experiment was performed twice, each time with four 17–19 weeks old *Dicer*^SOM/SOM^ females.

For detection of HA-tagged Dicer, slides with 6 μm testis sections were deparaffinized and subjected to antigen retrieval in citrate buffer (pH = 6). Sections were then permeabilized with 0.1% Triton X-100 for 15 min, blocked in 10% normal donkey serum, 0.1M glycine, 2% BSA for 1h at room tempertaure, incubated with primary antibody in blocking buffer (polyclonal rabbit anti-HA antibody (Cell signaling, 1:100) overnight at 4 °C, incubation with secondary antibody in blocking buffer for 1 h at room temperature in the dark (donkey anti-rabbit antibody conjugated with Alexa 488) diluted 1:800. Nuclei were stained with 1 μg/ml DAPI for 5 min, slides were mounted in Vectashield media (Vector labs).

### RNA sequencing

Total RNA was extracted from 25 GV oocytes using Arcturus Picopure RNA isolation kit according to the manufacturer’s protocol. RNA was eluted in 11 μl of RNAse free water. Integrity of RNA was confirmed using 2100 Bioanalyzer (Agilent Technologies). RNA-seq libraries were generated using V2 version of Ovation RNA-seq kit from Nugen. Libraries were prepared according to the manufacturer’s protocol. cDNA fragmentation was performed on Bioruptor sonication device (Diagenode) as follows: 45 s ON, 30 s OFF for 21 cycles on low intensity, 100 ng of fragmented cDNA was used for library preparation. Libraries were amplified by 9 cycles of PCR and quantified by Qubit HS DNA kit, their quality was assessed using 2100 Bioanalyzer HS DNA chip. RNA-seq libraries were pooled and sequenced by 50 nt single-end reading using the Illumina HiSeq2000 platform at the Genomics Core Facility at EMBL. The RNA sequencing which included double mutants was sequenced by 75 paired-end sequencing using the Illumina NextSeq500 platform at the genomics core at IMG RNA-seq data were deposited in the Gene Expression Omnibus database under accession ID GSE132121.

### Bioinformatic analyses

#### RNA-seq mapping and expression analysis

All RNA-seq data were mapped onto indexed genome using STAR 2.5.3a [70]: *STAR—readFilesIn ${FILE}*.*fastq*.*gz—genomeDir $REF_GENOME_INDEX—runThreadN 8—genomeLoad LoadAndRemove—limitBAMsortRAM 20000000000—readFilesCommand unpigz—c—outFileNamePrefix ${FILE}*.*—outSAMtype BAM SortedByCoordinate—outReadsUnmapped Fastx—outFilterMultimapNmax 99999—outFilterMismatchNoverLmax 0*.*2—sjdbScore 2*.

Read files were mapped onto mouse genome version mm10/GRCm38. Mapped reads were counted using program featureCounts [71]: *featureCounts -a GENCODE*.*M15 -F ${FILE}—minOverlap 10—fracOverlap 0*.*00 -s 0 -M -O—fraction -J -T 8 ${FILE}*.*bam*.

The GENCODE gene set (GENCODE M15) was used for the annotation. The count values were normalized by *rlog* function from program suite DESeq2 [72], which normalizes the data to the library size. The values of log2-fold-change were calculated among all the replicates of the corresponding conditions. The median was reported as the final value. Data were visualized as scatterplots.

#### Correlation matrices

Correlation matrices were calculated on the same count values normalized to per kilobase per million (RPKM) units. The retrotransposons were annotated by RepeatMasker, the mapped reads were counted for the GROUP category defined in *RepeatMasker-retrotransposon-groups*.*csv* (S3 Table). The values were normalized to RPKM.

Small RNA-seq data were mapped onto indexed genome using STAR 2.5.3a: *STAR—readFilesIn ${FILE}*.*fastq*.*gz—genomeDir $REF_GENOME_INDEX—runThreadN 8—genomeLoad LoadAndRemove—limitBAMsortRAM 20000000000—readFilesCommand unpigz -c—outFileNamePrefix ${FILE}*.*—outSAMtype BAM SortedByCoordinate—outReadsUnmapped Fastx—outFilterMismatchNmax 1—outFilterMismatchNoverLmax 1—outFilterMismatchNoverReadLmax 1—outFilterMatchNmin 16—outFilterMatchNminOverLread 0—outFilterScoreMinOverLread 0—outFilterMultimapNmax 9999—alignIntronMax 1—alignSJDBoverhangMin 999999999999*

The histograms of the read lengths were calculated on the primary read alignments for the GROUP category defined in *RepeatMasker-retrotransposon-groups*.*csv* (S3 Table). The potential siRNA targets (S4 Table) were manually curated using the small RNA-seq datasets [32, 41, 43] and selected annotated protein-coding genes for which (i) existed antisense endogenous 21-23nt small RNAs with > 50 RPM average abundance and (ii) for which we could identify their origin.

#### Retrotransposon expression analysis

For retrotransposon expression heatmap in germline (Fig 5A), expression data from four different published datasets were mapped onto genome as described above GSE35005 [48]; GSE70116 [45], GSE45719 [49], GSE41908 [50], and GSE70731 [28]. Next, reads overlapping one of the chosen retrotransposon subfamilies annotated by RepeatMasker [12] were counted with the following restrictions: (1) only perfectly mapping reads (i. e. nM tag in SAM files = 0) were counted, (2) only reads completely overlapping retrotransposon coordinates were counted, (3) coordinates of retrotransposons overlapping with genes annotation from Ensembl database (version 93) were removed from counting, and (4) each sequencing read mapped to more than one genomic sequence belonging to the same retrotransposon subfamily was counted only once. Count values were then normalized for library size using number of perfectly mapping reads in millions to obtain RPM values. For experiments with multiple replicates the RPM was calculated as the mean RPM value over all replicates.

In order to examine expression of 2686 full-length or nearly full-length L1 elements with ORF1 and ORF2 coding sequences of expected lengths (Fig 6C; S5 Table in fully-grown GV oocytes (125 PE from GSE116771 [54] and 75 PE from this work), RNA-seq reads were mapped onto genome using BBMap 38.63 (http://bbmap.sourceforge.net/) with only read pairs matching reference perfectly with no substitutions or indels allowed. All multimapping reads were retained for the analysis:

*bbmap*.*sh -Xmx60g threads = 24 in = ${FILE}_1*.*fastq*.*gz in2 = ${FILE}_2*.*fastq*.*gz outm = ${FILE}*.*sam outu = ${FILE}*.*unmapped*.*fq*.*gz perfectmode = t ambiguous = all pairedonly = t maxsites = 20000 nhtag = t amtag = t scoretag = t unpigz = t*.

## Supporting information

S1 Text Supplementary methods and list of supporting information. (DOCX) Click here for additional data file.

S1 Fig Analysis of ESC lines for *Dicer*^*SOM*^ mouse model production by PCR and Western blotting. The yellow marked ESC lines were used for producing chimeric mice, the clone 11 (G2) gave rise to *Dicer*^*SOM*^ animals used in the experiment.
(TIFF) Click here for additional data file.

S2 Fig Additional micrograps documenting spindle defects in meiotically maturing DicerSOM/SOM oocytes. Framed micrographs were used for Fig 2A. Size bar = 10 μm.
(TIFF) Click here for additional data file.

S3 Fig Comparison of transcriptomes of oocytes affected by different mutations in RNAi pathway. (A) Pairwise comparisons of relative gene expression changes using DESeq2-normalized expression values. In red are depicted genes potentially targeted by RNAi (i.e. with identified antisense siRNAs). (B) Correlation matrices calculated from RPKM values all annotated genes (upper panel) and predicted siRNA targets (lower panel).
(TIFF) Click here for additional data file.

S4 Fig Comparison of transcriptomes of oocytes affected by mutations of RNAi and/or piRNA pathway. MA plots with the same Y-scale depict changes relative to controls (*Mili*^DAH/WT^, *Dicer*^SOM/WT^) and double mutant (*Mili*^DAH/DAH^, *Dicer*^SOM/SOM^) relative to RNAi mutant (*Mili*^DAH/WT^ *Dicer*^SOM/SOM^). Transcripts with significantly higher and lower transcript levels are shown in red and blue, respectively. Transcripts from a tandemly duplicated cluster at chromosome 12 are depicted as triangles.
(TIFF) Click here for additional data file.

S5 Fig Selected long but not necessarily intact L1 retrotransposons from selected abundant subfamilies with the best coverage in RNA-seq data from double mutant data. Shown are UCSC genome browser snapshots of specific L1 insertions, their % coverage and the longest covered sequence by RNA-seq data in double mutants. The samples (from the top) depict merged data from 125 nucleotide paired-end (125PE) sequencing of normal full-grown GV oocytes from Horvat et al. [54], 75 nucleotide paired-end (75PE) sequencing of controls (*Mili*^DAH/WT^, *Dicer*^SOM/WT^) and double mutants (*Mili*^DAH/DAH^, *Dicer*^SOM/SOM^) from this study, and 50 nucleotide single-end (50SE) sequencing of total transcriptome of 10 days old wild-type and *Mili*^-–/-–^ testes[28]. All RNA-seq data were scaled and are shown at the same scale 5 CPM indicated by the dashed line. The scheme below L1Md_A depicts intact ORF1 and ORF2 as lighter and darker grey rectangle, respectively.
(TIFF) Click here for additional data file.

S6 Fig Lack of positive staining for L1 ORF1 in fully-grown oocytes. Oocytes were stained with α-L1-ORF1 antibody ([73] generous gift from Donal O’ Carroll) and analyzed by confocal microscopy. Shown are 10 μm optical sections. L1 ORF1 signal is in red channel, DNA stained with DAPI is shown in blue color. Size bar = 30 μm.
(TIFF) Click here for additional data file.

S7 Fig Expression of piRNA pathway factors in mouse newborn ovaries lacking *Sohlh1* and *Sohlh2*. RNA-seq data were obtained from a published dataset PRJNA293873 [61] and gene expression was analyzed as described in Methods.
(TIFF) Click here for additional data file.

S1 Table Differentially expressed genes in RNAi & piRNA mutant/RNAi mutant. (XLSX) Click here for additional data file.

S2 Table Primer table. (XLSX) Click here for additional data file.

S3 Table RepeatMasker retrotransposon groups. (CSV) Click here for additional data file.

S4 Table siRNA target list. (CSV) Click here for additional data file.

S5 Table Full length L1 table. (CSV) Click here for additional data file.

S1 File Numerical data for graphs. (XLSX) Click here for additional data file.

## References

[1] BourqueG, BurnsKH, GehringM, GorbunovaV, SeluanovA, HammellM, et al Ten things you should know about transposable elements. Genome Biol. 2018;19(1):199 10.1186/s13059-018-1577-z .30454069PMC6240941

[2] CraigNL, ChandlerM, GellertM, LambowitzAM, RicePA, SandmeyerSB. Mobile DNA III. CraigNL, editor: AMS press; 2015.

[3] International Human Genome Sequencing Consortium, LanderES, LintonLM, BirrenB, NusbaumC, ZodyMC, et al Initial sequencing and analysis of the human genome. Nature. 2001;409(6822):860–921. 10.1038/35057062 .11237011

[4] Mouse Genome Sequencing Consortium, WaterstonRH, Lindblad-TohK, BirneyE, RogersJ, AbrilJF, et al Initial sequencing and comparative analysis of the mouse genome. Nature. 2002;420(6915):520–62. 10.1038/nature01262 .12466850

[5] KazazianHHJr. Mobile elements and disease. Curr Opin Genet Dev. 1998;8(3):343–50. 10.1016/s0959-437x(98)80092-0 .9690999

[6] KuffEL, LuedersKK. The intracisternal A-particle gene family: structure and functional aspects. Adv Cancer Res. 1988;51:183–276. 10.1016/s0065-230x(08)60223-7 .3146900

[7] DewannieuxM, DupressoirA, HarperF, PierronG, HeidmannT. Identification of autonomous IAP LTR retrotransposons mobile in mammalian cells. Nat Genet. 2004;36(5):534–9. 10.1038/ng1353 .15107856

[8] OstertagEM, KazazianHHJr. Biology of mammalian L1 retrotransposons. Annu Rev Genet. 2001;35:501–38. 10.1146/annurev.genet.35.102401.091032 .11700292

[9] DeBerardinisRJ, KazazianHHJr. Analysis of the promoter from an expanding mouse retrotransposon subfamily. Genomics. 1999;56(3):317–23. 10.1006/geno.1998.5729 .10087199

[10] SpeekM. Antisense promoter of human L1 retrotransposon drives transcription of adjacent cellular genes. Mol Cell Biol. 2001;21(6):1973–85. 10.1128/MCB.21.6.1973-1985.2001 .11238933PMC86790

[11] WeiW, GilbertN, OoiSL, LawlerJF, OstertagEM, KazazianHH, et al Human L1 retrotransposition: cis preference versus trans complementation. Mol Cell Biol. 2001;21(4):1429–39. 10.1128/MCB.21.4.1429-1439.2001 .11158327PMC99594

[12] Smit AFA, Hubley R, Green P. RepeatMasker Open-4.0. <http://www.repeatmasker.org>. 2013–2015.

[13] CrichtonJH, DunicanDS, MaclennanM, MeehanRR, AdamsIR. Defending the genome from the enemy within: mechanisms of retrotransposon suppression in the mouse germline. Cellular and molecular life sciences: CMLS. 2014;71(9):1581–605. 10.1007/s00018-013-1468-0 .24045705PMC3983883

[14] ErnstC, OdomDT, KutterC. The emergence of piRNAs against transposon invasion to preserve mammalian genome integrity. Nature communications. 2017;8(1):1411 10.1038/s41467-017-01049-7 .29127279PMC5681665

[15] BrenneckeJ, AravinAA, StarkA, DusM, KellisM, SachidanandamR, et al Discrete small RNA-generating loci as master regulators of transposon activity in Drosophila. Cell. 2007;128(6):1089–103. Epub 2007/03/10. 10.1016/j.cell.2007.01.043 .17346786

[16] RooversEF, RosenkranzD, MahdipourM, HanCT, HeN, de Chuva Sousa LopesSM, et al Piwi proteins and piRNAs in mammalian oocytes and early embryos. Cell Rep. 2015;10(12):2069–82. 10.1016/j.celrep.2015.02.062 .25818294

[17] Kuramochi-MiyagawaS, KimuraT, IjiriTW, IsobeT, AsadaN, FujitaY, et al Mili, a mammalian member of piwi family gene, is essential for spermatogenesis. Development. 2004;131(4):839–49. 10.1242/dev.00973 14736746

[18] DengW, LinHF. miwi, a murine homolog of piwi, encodes a cytoplasmic protein essential for spermatogenesis. Developmental Cell. 2002;2(6):819–30. 10.1016/s1534-5807(02)00165-x 12062093

[19] CarmellMA, GirardA, van de KantHJG, Bourc'hisD, BestorTH, de RooijDG, et al MIWI2 is essential for spermatogenesis and repression of transposons in the mouse male germline. Developmental Cell. 2007;12(4):503–14. 10.1016/j.devcel.2007.03.001 17395546

[20] LimAK, LorthongpanichC, ChewTG, TanCW, ShueYT, BaluS, et al The nuage mediates retrotransposon silencing in mouse primordial ovarian follicles. Development. 2013;140(18):3819–25. Epub 2013/08/09. 10.1242/dev.099184 .23924633PMC4067262

[21] KabayamaY, TohH, KatanayaA, SakuraiT, ChumaS, Kuramochi-MiyagawaS, et al Roles of MIWI, MILI and PLD6 in small RNA regulation in mouse growing oocytes. Nucleic Acids Research. 2017;45(9):5387–98. 10.1093/nar/gkx027 28115634PMC5435931

[22] AravinAA, SachidanandamR, Bourc'hisD, SchaeferC, PezicD, TothKF, et al A piRNA pathway primed by individual transposons is linked to de novo DNA methylation in mice. Molecular Cell. 2008;31(6):785–99. 10.1016/j.molcel.2008.09.003 18922463PMC2730041

[23] Kuramochi-MiyagawaS, WatanabeT, GotohK, TotokiY, ToyodaA, IkawaM, et al DNA methylation of retrotransposon genes is regulated by Piwi family members MILI and MIWI2 in murine fetal testes. Genes Dev. 2008;22(7):908–17. Epub 2008/04/03. 10.1101/gad.1640708 .18381894PMC2279202

[24] De FazioS, BartonicekN, Di GiacomoM, Abreu-GoodgerC, SankarA, FunayaC, et al The endonuclease activity of Mili fuels piRNA amplification that silences LINE1 elements. Nature. 2011;480(7376):259–63. 10.1038/nature10547 .22020280

[25] WatanabeT, CuiX, YuanZ, QiH, LinH. MIWI2 targets RNAs transcribed from piRNA-dependent regions to drive DNA methylation in mouse prospermatogonia. EMBO J. 2018;37(18). 10.15252/embj.201695329 .30108053PMC6138435

[26] PezicD, ManakovSA, SachidanandamR, AravinAA. piRNA pathway targets active LINE1 elements to establish the repressive H3K9me3 mark in germ cells. Genes & Development. 2014;28(13):1410–28. 10.1101/gad.240895.114 24939875PMC4083086

[27] Di GiacomoM, ComazzettoS, SainiH, De FazioS, CarrieriC, MorganM, et al Multiple Epigenetic Mechanisms and the piRNA Pathway Enforce LINE1 Silencing during Adult Spermatogenesis. Molecular Cell. 2013;50(4):601–8. 10.1016/j.molcel.2013.04.026 23706823

[28] ManakovS, PezicD, MarinovG, PastorW, SachidanandamR, AravinA. MIWI2 and MILI Have Differential Effects on piRNA Biogenesis and DNA Methylation. Cell Reports. 2015;12(8):1234–43. 10.1016/j.celrep.2015.07.036 26279574PMC4554733

[29] MolaroA, FalciatoriI, HodgesE, AravinAA, MarranK, RafiiS, et al Two waves of de novo methylation during mouse germ cell development. Genes & Development. 2014;28(14):1544–9. 10.1101/gad.244350.114 25030694PMC4102761

[30] ZhengK, XiolJ, ReuterM, EckardtS, LeuNA, McLaughlinKJ, et al Mouse MOV10L1 associates with Piwi proteins and is an essential component of the Piwi-interacting RNA (piRNA) pathway. Proceedings of the National Academy of Sciences of the United States of America. 2010;107(26):11841–6. 10.1073/pnas.1003953107 20534472PMC2900664

[31] SteinP, RozhkovNV, LiF, CardenasFL, DavydenkoO, VandivierLE, et al Essential Role for endogenous siRNAs during meiosis in mouse oocytes. PLoS Genet. 2015;11(2):e1005013 10.1371/journal.pgen.1005013 .25695507PMC4335007

[32] TamOH, AravinAA, SteinP, GirardA, MurchisonEP, CheloufiS, et al Pseudogene-derived small interfering RNAs regulate gene expression in mouse oocytes. Nature. 2008;453(7194):534–8. Epub 2008/04/12. 10.1038/nature06904 .18404147PMC2981145

[33] FireA, XuS, MontgomeryMK, KostasSA, DriverSE, MelloCC. Potent and specific genetic interference by double-stranded RNA in Caenorhabditis elegans. Nature. 1998;391(6669):806–11. 10.1038/35888 .9486653

[34] WiannyF, Zernicka-GoetzM. Specific interference with gene function by double-stranded RNA in early mouse development. Nat Cell Biol. 2000;2(2):70–5. 10.1038/35000016 10655585

[35] SvobodaP, SteinP, HayashiH, SchultzRM. Selective reduction of dormant maternal mRNAs in mouse oocytes by RNA interference. Development. 2000;127(19):4147–56. 1097604710.1242/dev.127.19.4147

[36] SvobodaP. Renaissance of mammalian endogenous RNAi. FEBS Lett. 2014;588(15):2550–6. 10.1016/j.febslet.2014.05.030 .24873877

[37] SvobodaP, SteinP, AngerM, BernsteinE, HannonGJ, SchultzRM. RNAi and expression of retrotransposons MuERV-L and IAP in preimplantation mouse embryos. Developmental biology. 2004;269(1):276–85. 10.1016/j.ydbio.2004.01.028 .15081373

[38] MurchisonEP, SteinP, XuanZ, PanH, ZhangMQ, SchultzRM, et al Critical roles for Dicer in the female germline. Genes Dev. 2007;21(6):682–93. 10.1101/gad.1521307 .17369401PMC1820942

[39] TangF, KanedaM, O'CarrollD, HajkovaP, BartonSC, SunYA, et al Maternal microRNAs are essential for mouse zygotic development. Genes Dev. 2007;21(6):644–8. 10.1101/gad.418707 .17369397PMC1820938

[40] WatanabeT, TotokiY, ToyodaA, KanedaM, Kuramochi-MiyagawaS, ObataY, et al Endogenous siRNAs from naturally formed dsRNAs regulate transcripts in mouse oocytes. Nature. 2008;453(7194):539–43. Epub 2008/04/12. 10.1038/nature06908 .18404146

[41] Garcia-LopezJ, Hourcade JdeD, AlonsoL, CardenasDB, del MazoJ. Global characterization and target identification of piRNAs and endo-siRNAs in mouse gametes and zygotes. Biochim Biophys Acta. 2014;1839(6):463–75. 10.1016/j.bbagrm.2014.04.006 .24769224

[42] LarribaE, Del MazoJ. An integrative piRNA analysis of mouse gametes and zygotes reveals new potential origins and gene regulatory roles. Sci Rep. 2018;8(1):12832 Epub 2018/08/29. 10.1038/s41598-018-31032-1 .30150632PMC6110870

[43] YangQ, LinJ, LiuM, LiR, TianB, ZhangX, et al Highly sensitive sequencing reveals dynamic modifications and activities of small RNAs in mouse oocytes and early embryos. Sci Adv. 2016;2(6):e1501482 10.1126/sciadv.1501482 .27500274PMC4974095

[44] FlemrM, MalikR, FrankeV, NejepinskaJ, SedlacekR, VlahovicekK, et al A retrotransposon-driven dicer isoform directs endogenous small interfering RNA production in mouse oocytes. Cell. 2013;155(4):807–16. Epub 2013/11/12. 10.1016/j.cell.2013.10.001 .24209619

[45] VeselovskaL, SmallwoodSA, SaadehH, StewartKR, KruegerF, Maupetit-MehouasS, et al Deep sequencing and de novo assembly of the mouse oocyte transcriptome define the contribution of transcription to the DNA methylation landscape. Genome Biol. 2015;16:209 10.1186/s13059-015-0769-z .26408185PMC4582738

[46] FrankeV, GaneshS, KarlicR, MalikR, PasulkaJ, HorvatF, et al Long terminal repeats power evolution of genes and gene expression programs in mammalian oocytes and zygotes. Genome Research. 2017;27(8):1384–94. 10.1101/gr.216150.116 28522611PMC5538554

[47] MuchC, AuchynnikavaT, PavlinicD, BunessA, RappsilberJ, BenesV, et al Endogenous Mouse Dicer Is an Exclusively Cytoplasmic Protein. Plos Genetics. 2016;12(6). 10.1371/journal.pgen.1006095 27254021PMC4890738

[48] GanH, CaiT, LinX, WuY, WangX, YangF, et al Integrative proteomic and transcriptomic analyses reveal multiple post-transcriptional regulatory mechanisms of mouse spermatogenesis. Mol Cell Proteomics. 2013;12(5):1144–57. 10.1074/mcp.M112.020123 .23325766PMC3650327

[49] DengQ, RamskoldD, ReiniusB, SandbergR. Single-cell RNA-seq reveals dynamic, random monoallelic gene expression in mammalian cells. Science. 2014;343(6167):193–6. 10.1126/science.1245316 .24408435

[50] YamaguchiS, HongK, LiuR, InoueA, ShenL, ZhangK, et al Dynamics of 5-methylcytosine and 5-hydroxymethylcytosine during germ cell reprogramming. Cell Res. 2013;23(3):329–39. 10.1038/cr.2013.22 .23399596PMC3587712

[51] DeBerardinisRJ, GoodierJL, OstertagEM, KazazianHHJr. Rapid amplification of a retrotransposon subfamily is evolving the mouse genome. Nat Genet. 1998;20(3):288–90. 10.1038/3104 .9806550

[52] HardiesSC, WangL, ZhouL, ZhaoY, CasavantNC, HuangS. LINE-1 (L1) lineages in the mouse. Mol Biol Evol. 2000;17(4):616–28. 10.1093/oxfordjournals.molbev.a026340 .10742052

[53] GoodierJL, OstertagEM, DuK, KazazianHHJr. A novel active L1 retrotransposon subfamily in the mouse. Genome Res. 2001;11(10):1677–85. 10.1101/gr.198301 .11591644PMC311137

[54] HorvatF, FulkaH, JankeleR, MalikR, JunM, SolcovaK, et al Role of Cnot6l in maternal mRNA turnover. Life Sci Alliance. 2018;1(4):e201800084 10.26508/lsa.201800084 .30456367PMC6238536

[55] HouwingS, KammingaLM, BerezikovE, CronemboldD, GirardA, van den ElstH, et al A role for Piwi and piRNAs in germ cell maintenance and transposon silencing in zebrafish. Cell. 2007;129(1):69–82. 10.1016/j.cell.2007.03.026 17418787

[56] NejepinskaJ, MalikR, FilkowskiJ, FlemrM, FilipowiczW, SvobodaP. dsRNA expression in the mouse elicits RNAi in oocytes and low adenosine deamination in somatic cells. Nucleic Acids Research. 2012;40(1):399–413. 10.1093/nar/gkr702 21908396PMC3245926

[57] DemeterT, VaskovicovaM, MalikR, HorvatF, PasulkaJ, SvobodovaE, et al Main constraints for RNAi induced by expressed long dsRNA in mouse cells. Life Sci Alliance. 2019;2(1). 10.26508/lsa.201800289 .30808654PMC6391682

[58] YangZL, ChenKM, PandeyRR, HomolkaD, ReuterM, JaneiroBKR, et al PIWI Slicing and EXD1 Drive Biogenesis of Nuclear piRNAs from Cytosolic Targets of the Mouse piRNA Pathway. Molecular Cell. 2016;61(1):138–52. 10.1016/j.molcel.2015.11.009 26669262PMC4712191

[59] ZhengK, WangPJ. Blockade of pachytene piRNA biogenesis reveals a novel requirement for maintaining post-meiotic germline genome integrity. PLoS Genet. 2012;8(11):e1003038 10.1371/journal.pgen.1003038 .23166510PMC3499362

[60] EdsonMA, NagarajaAK, MatzukMM. The mammalian ovary from genesis to revelation. Endocr Rev. 2009;30(6):624–712. 10.1210/er.2009-0012 .19776209PMC2761115

[61] ShinYH, RenY, SuzukiH, GolnoskiKJ, AhnHW, MicoV, et al Transcription factors SOHLH1 and SOHLH2 coordinate oocyte differentiation without affecting meiosis I. J Clin Invest. 2017;127(6):2106–17. 10.1172/JCI90281 .28504655PMC5451230

[62] AravinAA, HannonGJ, BrenneckeJ. The Piwi-piRNA pathway provides an adaptive defense in the transposon arms race. Science. 2007;318(5851):761–4. 10.1126/science.1146484 17975059

[63] HormanSR, SvobodaP, Luning PrakET. The potential regulation of L1 mobility by RNA interference. J Biomed Biotechnol. 2006;2006(1):32713 10.1155/JBB/2006/32713 .16877813PMC1559915

[64] MalkiS, van der HeijdenGW, O'DonnellKA, MartinSL, BortvinA. A Role for Retrotransposon LINE-1 in Fetal Oocyte Attrition in Mice. Developmental Cell. 2014;29(5):521–33. 10.1016/j.devcel.2014.04.027 24882376PMC4056315

[65] EccoG, ImbeaultM, TronoD. KRAB zinc finger proteins. Development. 2017;144(15):2719–29. 10.1242/dev.132605 .28765213PMC7117961

[66] Castro-DiazN, EccoG, ColuccioA, KapopoulouA, YazdanpanahB, FriedliM, et al Evolutionally dynamic L1 regulation in embryonic stem cells. Genes Dev. 2014;28(13):1397–409. 10.1101/gad.241661.114 .24939876PMC4083085

[67] NagyA, RossantJ, NagyR, Abramow-NewerlyW, RoderJC. Derivation of completely cell culture-derived mice from early-passage embryonic stem cells. Proc Natl Acad Sci U S A. 1993;90(18):8424–8. 10.1073/pnas.90.18.8424 .8378314PMC47369

[68] RanFA, HsuPD, WrightJ, AgarwalaV, ScottDA, ZhangF. Genome engineering using the CRISPR-Cas9 system. Nat Protoc. 2013;8(11):2281–308. 10.1038/nprot.2013.143 .24157548PMC3969860

[69] NagyA. Manipulating the mouse embryo: a laboratory manual 3rd ed Cold Spring Harbor, N.Y: Cold Spring Harbor Laboratory Press; 2003 x, 764 p. p.

[70] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21. 10.1093/bioinformatics/bts635 .23104886PMC3530905

[71] LiaoY, SmythGK, ShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30(7):923–30. 10.1093/bioinformatics/btt656 .24227677

[72] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550 10.1186/s13059-014-0550-8 .25516281PMC4302049

[73] Di GiacomoM, ComazzettoS, SampathSC, O'CarrollD. G9a co-suppresses LINE1 elements in spermatogonia. Epigenetics & Chromatin. 2014;7 10.1186/1756-8935-7-24 25276231PMC4177377

How the deposited data were processed for this re-analysis (not part of the article)

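The re-analysis used the authors' table of estimated counts for 52636 GENCODE M15 genes in 22 RNA-seq samples of mouse GV oocytes. The single-end run holds wild type (n = 3), *Dicer* ΔMT/ΔMT (n = 4), *Dicer* SOM/SOM (n = 3) and *Dicer* ΔMT/WT (n = 1). The paired-end run holds double mutants (n = 4), RNAi mutants (n = 2), a piRNA mutant (n = 1) and heterozygous controls (n = 4). Conditions, replicate numbers and ages were taken from the sample labels and the paper. Gene types were taken from a later GENCODE release than M15.

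According to the methods, the authors mapped the reads with STAR to GRCm38, kept reads that map to several places and counted them with featureCounts. Counting ignored strand, allowed several genes per read and gave each place a fraction of the read. The values are therefore in the unit expected count, raw and not normalized, and many are not whole numbers. Total counts per sample lay between 6468380 and 90713013 in the single-end run and between 22928936 and 43540806 in the paired-end run. The samples with the lowest depth set the highest floors, since 3 counts correspond to 0.464 CPM at the lowest depth.

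Expected counts were rounded to whole numbers before testing. Each run was fitted on its own, because the runs differ in read type and instrument. edgeR 4.0.16 (R 4.3.3) was used with TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15 over groups with at least 2 samples, and the quasi-likelihood F test with Benjamini-Hochberg adjustment at 0.05. Fitted fold changes used a prior count of 0.125 and log2 CPM values a prior count of 2. The single *Dicer* ΔMT/WT sample was left out of the fits and only placed by its values. The single piRNA mutant was described by the number of genes outside the control range and at least 1 log2 unit from the control mean. Gene sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, adjusted over the 8 set tests of both runs. Single values were compared with exact two-sided permutation tests. PCA was centred and not scaled. The correlation between comparisons that share controls was set beside 20 simulations of unchanged groups.

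The named genes are those that the paper names for these samples or for the oocyte qPCR, the 3 largest rises and 3 largest falls of each comparison, and the 5 largest rises among the siRNA targets. The largest changes were taken among genes with an adjusted p under 0.05, a mean of at least 1 CPM in 1 of the groups and no overlap between samples. From RNAi mutants to double mutants, the 3 rises given as largest are those among genes with a symbol. A result that this rule selects but that is withheld is not reported here. This rule, the main tests and all alternatives except 3 were set before the data were examined. The closing section names the tests that were chosen only after a result was seen. Copies of a named gene are genes with a transcript at least 95% identical over at least 50% of the named gene's transcript.

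The tests were tried on simulated data first. Of 200 genes changed by 1.5 log2 units, 191 were recovered with the sample sizes of *Dicer* SOM/SOM against wild type in the single-end run and 166 with those of double mutants against RNAi mutants in the paired-end run, and 4.74% and 9.63% of the calls were unchanged genes. A set of unchanged genes gave p-values of 0.337 and 0.980 by camera and of 0.0193 and 0.997 by fry in the single-end and the paired-end design.

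The alternatives were DESeq2 1.42.0 in place of edgeR, no filter and a filter at 5 CPM, an adjusted p under 0.1, a minimum of 1 log2 unit, fits of only the compared groups, a term for the replicate number, a term for age, younger animals only, other prior counts, the 500 most variable genes, genes scaled to unit variance, and each sample left out in turn. The closing section gives their effect. An rlog calculation close to the one in the methods and a term for the sets of paired-end libraries with more and less rRNA, parted at 1000 CPM of *Gm42418*, with the RNAi mutants in their set or between the sets, were added after the values were seen. RNA from B cells was tested with a list of 9 marker genes.

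Reads were not mapped again, so repeats, isoforms and small RNAs were not analysed here. The published samples that the paper adds to its PCA were not used here.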

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

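The tests on *Parp8*, on B cells as a source of *Ighg1*, on the sets of libraries with more and less rRNA and on the scaling of the *Dicer* ΔMT/WT sample were chosen only after the result was seen.

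Among 118 groups of 4 samples, formed by genotype for the named genes, the total counts, the positions and PC1, 6 held a sample far from the other 3, where chance gives 5.90. *Ceacam19* was at 0.0118 CPM in *Dicer* ΔMT/ΔMT replicate 4 and 0 in the others. *Fgf21* was at 0.0333 CPM in control replicate 2o and 0 in the others. *Gp1ba* was at 0.615 CPM in control replicate 1o and between 0.0776 and 0.139 in the others. *Gm43699* was at 2.67 CPM in control replicate 2o and between 1.03 and 1.14 in the others. *Gm44551* was at 2.94 CPM in double mutant replicate 1o and between 1.92 and 2.07 in the others, and *Gm10330* was at 19.1 CPM in the same sample and between 14.0 and 14.7 in the others. No biological explanation was tested for these 6 genes, and the number of such samples is about what chance gives.

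Ages of the paired-end samples are not analysed in the paper. Between older and younger animals, over double mutants and controls together, 2 of 20989 genes were called, and 1548 had an unadjusted p under 0.05. *Ighg1* had a log2 fold change of −1.05 (standard error 0.13) and *Parp8* of −2.65 (standard error 0.30), older minus younger, with an adjusted p of 0.0366 for both. The number of genes called is not stable. It was 0 without double mutant replicate 1, control replicate 1o or control replicate 2, with 1818, 1474 and 986 genes at an unadjusted p under 0.05, it was 1 without double mutant replicate 1o or control replicate 2o, and it was 20 without control replicate 3. Of the 18 splits of the samples within genotypes, 4 gave as many genes, the real one included, and 1 of the 4 gave 496. That split puts double mutant replicates 1o and 1 and control replicates 1o and 3 together, a set of libraries with more rRNA (see the other observations), and each set holds 1 older and 1 younger sample of each genotype. With a term for these sets, 16 genes were called (2473 at an unadjusted p under 0.05), *Ighg1* with −1.05 (standard error 0.11) and *Parp8* with −2.68 (standard error 0.26) among them, with an adjusted p of 0.00766 for both. Of the 8 splits that exchange older and younger samples only within genotype and set, 1, the real one, gave as many genes, and the others called 0 or 1, with between 577 and 2014 genes at an unadjusted p under 0.05. An effect of age and chance cannot be told apart, because 8 splits allow no share under 0.05.

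For *Ighg1*, RNA from B cells in the younger samples was argued against. The younger double mutants and controls had a median of 60.3 CPM of *Ighg1*, while the highest value in any sample had a median of 0.369 CPM over 9 B cell genes, and *Igkc* was at 0 in every sample. Only *Ms4a1*, at up to 68.1 CPM, and *Cd74*, at up to 2.43 CPM, reached 1 CPM in any sample, and *Ms4a1* had a median of 46.0 CPM over all samples, so it does not mark B cells here. The younger samples of the other genotypes were lower, with 32.3 and 36.5 CPM in the RNAi mutants and 46.3 CPM in the piRNA mutant, where the older controls had 38.2 and 33.2 CPM. Age alone therefore does not order the samples across genotypes. Within double mutants and controls, age remains open as an untested biological difference, and so does a strain variant at this locus, which was not tested.

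For *Parp8*, the effect of age differed between the genotypes, with an interaction of 6.39 on the log2 scale (standard error 0.61, adjusted p = 0.00708), the only gene called for this term, with 1242 at an unadjusted p under 0.05. Without double mutant replicate 2 or control replicate 3, no gene was called (1066 and 1750 at an unadjusted p under 0.05), 2 were called without double mutant replicate 1 and 4 without control replicate 2o. The gene called without control replicate 1o was another one. With a term for the sets of libraries, *Parp8* was again the only gene called (1893 at an unadjusted p under 0.05), with an interaction of 6.36 (standard error 0.52, adjusted p = 0.00222). *Parp8* was at 0.443 and 0.533 CPM in the older controls, and at 23.4 and 32.5 CPM in the younger ones. In controls, the log2 fold change from younger to older was −5.84 (standard error 0.49, adjusted p = 0.00196). A lower depth of the older controls was argued against, because at the CPM of the younger controls they would have at least 838 counts, and they had 18 and 16. Age alone was argued against, because the change in double mutants was 0.55 (standard error 0.36, adjusted p = 0.888). An exchange with another genotype sequenced here was argued against, because the lowest value of *Parp8* in 17 samples of 6 other genotypes was 20.0 CPM (the *Dicer* ΔMT/WT sample was not compared). Genotypes that were not sequenced stay open. A chromosome segment that differs between older and younger controls stays open. Of the 71 genes within 5 Mb, 9.86% separated these samples by at least 1 log2 unit, against 6.50% elsewhere (Fisher's exact test, two-sided, p = 0.228). The parents of the animals are not known, and an effect of age that depends on the genotype remains as a biological explanation that was not tested beyond the interaction.

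The *Dicer* ΔMT/WT sample, which the paper does not report for RNA-seq, had *Dicer1* at 70.8% of wild type, where single wild-type samples lay between 98.1% and 104%. The scaling of the sample was argued against as the source, since scaling to total counts alone gave 67.6% and DESeq2's size factors gave 71.1%. Of the 1000 genes nearest in expression, 0.1% lay as far below the wild-type mean, but with 1 sample, variation between single samples cannot be told apart from an effect of the heterozygous deletion.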

How the results depend on the processing

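The alternatives were set before the data were examined, apart from the rlog calculation described with the differences from the paper and the terms for the sets of libraries with more and less rRNA, which were chosen after the data were seen. The numbers of samples and the depth set limits. With *Dicer* SOM/SOM replicate 3 at 6468380 counts, 3 counts are 0.464 CPM, so rises from below that level were not measured in it. For the numbers of genes called and for the gene sets, alternatives for the pseudocount were not run, because they were set for normalized values and the table holds counts. For the position between 2 genotypes, PC1 of the paired-end run, the places of single samples on it and the genes outside the control range, a pseudocount of 1 was run, and for the slope and the correlation between runs a prior count of 5.

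At an adjusted p under 0.1, the direct comparison of *Dicer* SOM/SOM with *Dicer* ΔMT/ΔMT called 2916 genes, and 103 genes were higher and 6 lower in double mutants than in RNAi mutants. With a minimum of 1 log2 unit, 1486 genes were called in *Dicer* ΔMT/ΔMT, 3320 in *Dicer* SOM/SOM, 632 between them and 2642 in double mutants, and 0 were lower in double mutants than in RNAi mutants (309 at an unadjusted p under 0.05). These follow from the thresholds.

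With DESeq2, the calls were 2776 between *Dicer* SOM/SOM and *Dicer* ΔMT/ΔMT, 155 higher and 15 lower in double than in RNAi mutants, 67 for age and 38 for the interaction of age and genotype. Without a filter, the last 4 were 131, 16, 220 and 126. With the filter at 5 CPM, fewer genes were tested, 4372 genes were called in *Dicer* SOM/SOM, 62 lay outside the control range in the piRNA mutant, 8 differed by age, and the correlation between the runs was 0.851. The cause of the DESeq2 and no-filter changes was not tested. An adjusted p under 0.1 gave 17 genes for age.

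Fits of only the groups compared gave 3 genes lower in double than in RNAi mutants and 1 gene for age. The term for age gave 2 lower genes. With younger animals only, and thus fewer samples, 1353 genes were called in RNAi mutants, 1932 in double mutants and 0 lower in double than in RNAi mutants (243 at an unadjusted p under 0.05). A block for replicate number gave 1228 genes in RNAi mutants and 3 lower in double mutants, and *Gm43699* and *Gm44840* were not called with it in RNAi mutants (adjusted p = 0.0540 and adjusted p = 0.0595). Same-numbered samples had a mean r of 0.0132 (single-end) and 0.0241 (paired-end) between their deviations. In the single-end run, no pairing by number was seen. In the paired-end run, double mutants and controls numbered 1o, 2o and 2 had r of 0.135, 0.0276 and 0.177. Pairs with unlike numbers reached 0.107 there. The samples of each of these same-numbered pairs also lie in the same set of libraries, so a pairing by number is not settled in this run. The term for the sets of libraries gave 0 lower genes (474 at an unadjusted p under 0.05) and 16 genes for age, and 2346 genes in RNAi mutants, 5255 in double mutants and 70 higher in double than in RNAi mutants. With the RNAi mutants placed between the sets, these were 9 lower genes, 2870, 5255 and 72.

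For the 500 most variable genes and for genes scaled to unit variance, the position of *Dicer* ΔMT/ΔMT was 0.448 and 0.533, PC1 held 61.4% and 30.6%, and RNAi mutants lay at 0.771 and 0.898 between controls and double mutants. The cause was not tested.

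With 1 sample left out in turn, the calls were 2203 to 2771 in *Dicer* ΔMT/ΔMT, fewest without wild-type replicate 1 (2205 without replicate 2), 4979 to 6389 in *Dicer* SOM/SOM, 899 to 1806 between them, 1903 to 2330 in RNAi mutants and 3705 to 4377 in double mutants. Without *Dicer* ΔMT/ΔMT replicate 1, 2 or 3, the comparison of the mutants gave 1073, 899 and 1123 genes. Higher in double than in RNAi mutants were 51 to 60 genes and lower 0 to 1, with 0 without double mutant replicate 2o or 1 (210 and 463 at an unadjusted p under 0.05). Age gave 0 to 20 genes and the interaction 0 to 4. The position of *Dicer* ΔMT/ΔMT was 0.448 to 0.539, the slope 1.46 to 1.79, the correlation between runs 0.582 to 0.663 and PC1 39.4% to 41.8%. RNAi mutants lay at 0.809 to 0.859 and the piRNA mutant at −0.0308 to 0.0224. The median of the siRNA targets was 0.19 to 0.21 in *Dicer* ΔMT/ΔMT, 0.24 to 0.30 in *Dicer* SOM/SOM and 0.03 to 0.10 between them, lowest without *Dicer* SOM/SOM replicate 1, and that of the chromosome 12 interval was 1.28 to 1.93.

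Under every alternative that kept all samples, the siRNA targets and the chromosome 12 interval kept their direction and a camera p under 0.05, with medians of 0.19 to 0.22 in *Dicer* ΔMT/ΔMT, 0.26 to 0.28 in *Dicer* SOM/SOM, 0.04 to 0.07 between them and 0.93 to 1.31 in the interval (1.75 with younger animals only). For the interval, whose genes share reads, the camera p can be too small. The slope stayed at 1.56 to 1.70, and *Dicer1* percentages moved by less than their SD.

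For named genes, 734 alternatives of 57 results were run. Of these, 716 kept their direction and their side of the threshold, or moved by less than the error, 9 fell behind the threshold, 8 moved by more than the error and 1 reversed. The reversed one was *Hprt* in *Dicer* SOM/SOM, at −0.0094 without wild-type replicate 3 and up to 0.15 without wild-type replicate 2. *Gm18765* was not called without any 1 of the double mutants or with younger animals only, nor with the term for the sets of libraries and the RNAi mutants in the first set. Values that moved by more than the error without 1 of the RNAi mutants were those of *Gm43699* (−8.70 and −4.03), *Fgf21* (5.74) and *Olfr1300-ps1* (−4.79) in RNAi mutants and of *Gm47437* (9.95) in double against RNAi mutants, and the others were the rlog values. Of these genes, all but *Olfr1300-ps1* have a group at the floor, where fitted values depend on the prior count.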

Differences from the paper's values

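The rlog calculation and the term for the sets of libraries in this part were chosen only after the values were seen.

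The paper's text gives 127 genes with increased transcript abundance in double mutants against RNAi mutants, and S1 Table lists 126, where 65 were called here. Of the alternatives set before the data were examined, the number was within 1.5 times the paper's with an adjusted p under 0.1 (103 genes), with DESeq2 (155) and without a filter (131). It was not with a minimum of 1 log2 unit (65), the filter at 5 CPM (44), the compared groups only (81), a block for replicate number (49), a term for age (65), younger animals only (48) or 1 double mutant left out (51 to 60). S1 Table lists 11 genes as lower, where 1 was called here. DESeq2 gave 15 and the fit without a filter 16, within 1.5 times the paper's number, as did a term for the sets of libraries with the RNAi mutants between the sets (9), which was chosen after seeing the values. The other alternatives set before the data were examined gave between 0 and 6, where 309 had an unadjusted p under 0.05 with the 0 of the minimum of 1 log2 unit, 243 with that of younger animals only, and 210 and 463 with those without double mutant replicate 2o and without replicate 1.

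For the log2 fold change from RNAi mutants to double mutants, S1 Table gives 2.15 for *Gm17821*, 1.60 for *Gm47432* and 2.17 for *Gm10330*, where 3.64, 2.49 and 7.24 were found here. None of the alternatives set before the data were examined closed the gap. The methods describe rlog values and a median over pairs of replicates. A calculation of that kind, chosen after seeing the values, gave 2.50 for *Gm17821*, 1.69 for *Gm47432* and 3.08 for *Gm10330*, and of these the value of *Gm47432* differs from the paper's by less than the standard error of the fit (0.25), while that of *Gm17821* differs by more than its standard error (0.28).

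The paper's qPCR in S1 File gives a fold change in *Dicer* SOM/SOM against wild type of 1.48 for *Lcp1*, 5.41 for *Optn* and 3.17 for *Rangap1*. The counts gave 7.31, 3.61 and 7.93 as ratios of mean CPM. The qPCR is another assay, scaled to *Hprt* and run on separately collected oocytes, so the values need not be equal. For *Optn*, the ratio was within 1.5 times the paper's with the filter at 5 CPM (3.81), with the compared groups only (3.65), without wild-type replicate 3 (3.73) and without *Dicer* SOM/SOM replicate 3 (3.85). The main ratio of 3.61 already lies at the edge of this limit, so these alternatives changed little. For *Lcp1* and *Rangap1*, none of the alternatives set before the data were examined closed the gap.

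The paper describes the cluster on chromosome 12 as made of more lncRNAs than were called here, where 19 genes were called and 2 of these are annotated as lncRNA and 12 as pseudogenes. The gene types here come from a later GENCODE release than the authors' M15. Whether this release accounts for the difference was not tested. The paper ranks *Dicer* SOM/SOM as the more deregulated transcriptome. The fits of each mutant with wild type alone called 5307 genes in *Dicer* ΔMT/ΔMT and 4768 in *Dicer* SOM/SOM, the opposite order.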

Other observations

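The tests on the second run, on the depth of *Dicer* SOM/SOM replicate 3, on the sets of libraries with more and less rRNA, on the mixing and the scaling of the piRNA mutant, on shared reads in the chromosome 12 locus and on the chromosome segments near *Dicer1* and *Piwil2* were chosen only after the result was seen.

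Other splits of the samples into groups of the same sizes were fitted for each comparison of at least 3 samples against 3. For *Dicer* ΔMT/ΔMT against wild type and for *Dicer* SOM/SOM against *Dicer* ΔMT/ΔMT, 1 of the 35 splits, the real one, gave as many genes. The others called 0, with between 304 and 3686 genes at an unadjusted p under 0.05 for *Dicer* ΔMT/ΔMT against wild type and between 475 and 3187 for *Dicer* SOM/SOM against *Dicer* ΔMT/ΔMT, where the real splits had 6828 and 5390. For *Dicer* SOM/SOM against wild type, 1 of the 10 splits gave as many genes, again the real one, and the other splits called 0, with between 826 and 1672 genes at an unadjusted p under 0.05. These 10 splits allow no share under 0.1. A chance difference between these samples was argued against by the paired-end run, where 92.2% of the called genes tested in both runs changed in the same direction in RNAi mutants, and where 1847 were called in the same direction and 1 in the opposite direction. For double mutants against controls, 1 of the 35 splits gave as many genes, and the next largest split called 23.

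*Dicer* SOM/SOM replicate 3 lay apart from replicates 1 and 2, on PC2 and in its position. Counting error from its lower depth was argued against. After replicates 1 and 2 were thinned to its total, the nearer of them lay at −58.7 on PC2, and replicate 3 at 93.3. On the line from wild type to *Dicer* SOM/SOM, the positions after thinning were 0.685, 0.645 and 0.763, so a part of its farther position went with depth. No biological explanation was tested, and a difference in the RNA or the library of this sample stays open.

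When each mutant was fitted with wild type alone, more genes were called in *Dicer* ΔMT/ΔMT than in *Dicer* SOM/SOM. The spread added by *Dicer* SOM/SOM replicate 3 was argued against as the whole source, because 4788 genes were called in *Dicer* SOM/SOM without it in such a fit, still fewer than in *Dicer* ΔMT/ΔMT. The common dispersion was 0.0283 in the fit with *Dicer* ΔMT/ΔMT, 0.0519 in the fit with *Dicer* SOM/SOM and 0.0462 without replicate 3. The numbers of samples also differ between these fits, which was not tested.

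Double mutants and controls of the paired-end run fell into the same 2 sets across genotypes. Double mutant replicates 1o and 1 and control replicates 1o and 3 form the first set, which the split with 496 genes for age puts together. Mean squared differences were 25.8 times counting error between those double mutants, 18.8 between those controls and 29.8 between the other double mutants, but 69.2 between the other controls, where pairs across the sets had between 47.3 and 98.0. The 354 annotated rRNA genes together were at 13.5 CPM or more in the first set and at 10.7 CPM or less in the second, so the amount of rRNA in the libraries goes with the sets and is a candidate source of this split. *Gm42418*, a copy of the 18S rRNA gene that was chosen after its values were seen, was at 4119 CPM or more in the first set and at 567 CPM or less in the second. By this gene, the RNAi mutants (4987 and 4508 CPM) go with the first set and the piRNA mutant (299 CPM) with the second. The annotated rRNA genes put the piRNA mutant (4.80 CPM) with the second set too, but the RNAi mutants (11.9 and 11.8 CPM) between the sets, so the set of the RNAi mutants is not settled. Neither the labels nor the paper name a batch. The titles of both RNAi mutants, and of no other sample, end in "new", and the meaning of this mark is not given. If it stands for a separate preparation, that cannot be told apart from the genotype of the RNAi mutants. Whether rRNA brought about the differences in other genes was not tested. No biological explanation was tested. With a term for the sets and the RNAi mutants in the first, 2346 genes were called in RNAi mutants, of which 1949 were among the 2247, and 5255 in double mutants, of which 4416 were among the 4447. From RNAi mutants to double mutants, 70 genes were called higher, of which 60 were among the 65, and 0 lower (474 at an unadjusted p under 0.05). With the RNAi mutants between the sets, 2870 genes were called in RNAi mutants, 72 were higher in double mutants, of which 63 were among the 65, and 9 were lower. The double mutants of the first set alone gave 48 higher genes, of which 46 were among the 65, and those of the second set alone 45, of which 43 were. All 65 had a positive log2 fold change in both. This sign does not test the sets, because the 65 genes had no overlap between all double mutants and the RNAi mutants.

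The 65 genes higher in double mutants than in RNAi mutants were already higher in the single piRNA mutant. In it, 61 were above the control mean and 57 above all controls, with a median log2 difference of 1.31, where double mutants had 2.63, RNAi mutants −0.20 and each control left out in turn between −0.22 and 0.14. Without the genes that overlap the chromosome 12 interval, 41 of 45 genes were above the control mean and 37 above all controls, with a median of 1.00. Material of a double mutant in this sample was argued against, because 496 genes that rise in both RNAi and double mutants showed a median share of −0.0182 of the rise of the double mutants, while the 65 genes showed 0.331. Scaling was argued against, since scaling to total counts alone gave a median of 1.34, where the controls had between −0.36 and 0.23. Random genes of the same expression were argued against, because the highest median of 10000 random lists was 0.25. The set of libraries with less rRNA, to which this sample belongs, was argued against, because the controls of that set differed from the other controls by a median of 0.0751 over the 65 genes, while the piRNA mutant differed from the controls of its own set by 1.24. With every technical explanation tested argued against, a candidate explanation is that the loss of MILI alone raises these genes in part and the loss of RNAi adds to it. This is a hypothesis from 1 sample, found and tested on the same data.

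The 19 called genes of the chromosome 12 locus together had 158 CPM in double mutants, 15.3 CPM in RNAi mutants, 16.6 CPM in controls and 62.2 CPM in the piRNA mutant. Of these genes, 0 had a whole number in every sample, and 10 had a fraction in all 11 samples. A rise of few copies whose reads the counting spread over all copies could give this and cannot be told apart from a rise of each copy, because the table holds only the divided counts.

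A chromosome segment could have been carried along with the targeted allele. Of the genes called in *Dicer* SOM/SOM, 0.724% of those against wild type and 0.999% of those against *Dicer* ΔMT/ΔMT lie within 10 Mb of *Dicer1*. None of the 65 genes higher in double mutants than in RNAi mutants lies within 10 Mb of *Piwil2* (3 of the 152 tested genes there had an unadjusted p under 0.05). These shares cannot exclude such a segment as a source. Only 196 tested genes lie near *Dicer1* and 152 near *Piwil2*, so the shares had to be low. The shares of called genes near *Dicer1* and elsewhere show only whether calls gather there. Within 10 Mb of *Dicer1*, 24.5% of the tested genes were called in *Dicer* SOM/SOM against wild type and 28.7% elsewhere (Fisher's exact test, two-sided, p = 0.205). For *Dicer* SOM/SOM against *Dicer* ΔMT/ΔMT, these shares were 8.67% and 7.34% (p = 0.490 by the same exact test). No excess of called genes near *Dicer1* was therefore seen. A change of single genes near these alleles by such a segment stays open, and so does an effect of it on genes elsewhere.

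In *Dicer* ΔMT/WT oocytes, the median log2 difference of the siRNA targets from wild type was 0.08, where each wild-type sample against the others had between −0.01 and 0.03, and the position of this sample was 0.101. *Piwil2* was at 173% of wild type in *Dicer* ΔMT/ΔMT (exact permutation test, two-sided, p = 0.0857). It was at 236% in *Dicer* SOM/SOM (exact permutation test, two-sided, p = 0.1, the smallest p possible). In the *Dicer* ΔMT/WT sample, it was at 35.2%, where single wild-type samples lay between 67.0% and 126%. In the paired-end run, RNAi mutants had *Piwil2* at 134% of the controls, within the range of single controls (51.6% to 165%).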
